# In vivo clonal tracking reveals evidence of haemangioblast and haematomesoblast contribution to yolk sac haematopoiesis

**DOI:** 10.1038/s41467-022-35744-x

**Published:** 2023-01-03

**Authors:** C. Biben, T. S. Weber, K. S. Potts, J. Choi, D. C. Miles, A. Carmagnac, T. Sargeant, C. A. de Graaf, K. A. Fennell, A. Farley, O. J. Stonehouse, M. A. Dawson, D. J. Hilton, S. H. Naik, S. Taoudi

**Keywords:** Haematopoiesis, Angiogenesis, Cell lineage

## Abstract

During embryogenesis, haematopoietic and endothelial lineages emerge closely in time and space. It is thought that the first blood and endothelium derive from a common clonal ancestor, the haemangioblast. However, investigation of candidate haemangioblasts in vitro revealed the capacity for mesenchymal differentiation, a feature more compatible with an earlier mesodermal precursor. To date, no evidence for an in vivo haemangioblast has been discovered. Using single cell RNA-Sequencing and in vivo cellular barcoding, we have unravelled the ancestral relationships that give rise to the haematopoietic lineages of the yolk sac, the endothelium, and the mesenchyme. We show that the mesodermal derivatives of the yolk sac are produced by three distinct precursors with dual-lineage outcomes: the haemangioblast, the mesenchymoangioblast, and a previously undescribed cell type: the haematomesoblast. Between E5.5 and E7.5, this trio of precursors seeds haematopoietic, endothelial, and mesenchymal trajectories.

## Abstract (web summary)

The lineage relationship between blood and endothelial cells has been difficult to examine due to the multiphasic timing of hematopoiesis in the embryo. Here the authors use using in vivo barcoding technology to assess cell ancestry and show that blood and endothelial cells emerge through common (haemangioblast) or separate (mesenchymoangioblasts and haematomesoblasts) progenitors in the yolk sac.

## Introduction

Haematopoiesis first occurs in the embryonic day (E) 7.0–E10.5 mouse yolk sac to produce the mature haematopoietic lineages (primitive erythrocytes, megakaryocytes, macrophages)^1–4^ and erythro-myeloid progenitors^2,5^. Our understanding of how this occurs is predominantly informed by in vitro and ex vivo data that have suggested a differentiation sequence involving mesoderm, the haemangioblast (a precursor that gives rise to both haematopoietic and endothelial lineages), and the haemogenic endothelium (a precursor defined by dual haematopoietic and endothelial marker expression but committed to the blood lineage)^6–12^. A long-standing question has been whether the yolk sac-derived endothelial and haematopoietic lineages share a common clonal origin independent from local mesenchymal lineages (smooth muscle, fibroblast, mesothelium). The balance of in vitro evidence suggests that although cells from the gastrulating embryo are capable of generating smooth muscle, endothelium, and haematopoietic lineages in vitro^10^, dual endothelial-haematopoietic outcome is a rare occurrence from the extraembryonic mesoderm and haemogenic endothelium^7,8,13^. Lineage tracking studies suggest that dual endothelial-haematopoietic outcome may occur at a higher frequency^14^ in vivo, although mesenchymal contribution was not addressed in this study.

Embryonic blood cells are classified with reference to their ancestry. Cells derived directly from the mesoderm without transiting through haematopoietic stem cells or multipotent erythro-myeloid progenitors (EMPs) are termed primitive. Haematopoietic cells that descend from a bona fide EMP or a stem cell are considered to be pro-definitive and definitive, respectively. Haematopoietic stem cells emerge between embryonic day (E) 10.5–E11.5^15,16^, therefore haematopoietic lineages that emerge prior to E11.5 must derive directly from the mesoderm or from EMPs. Yolk sac primitive erythrocytes and megakaryocytes can derive from a common precursor^3^, have features that distinguish them from their stem cell-derived counterparts^4,17,18^, and are generated in the absence of EMPs^4,19–21^. Accordingly, both lineages have been proposed to be primitive lineages. In contrast, yolk sac EMP-derived macrophages are largely indistinguishable from those derived from stem cells^22,23^. This, combined with the observation that fetal macrophages are not produced in the absence of EMPs^21^, suggests that macrophages are not a primitive lineage. Although the primitive-definitive classification convention is based on sound deductive reasoning, whether it accurately predicts the in vivo ancestral relationship between the yolk sac haematopoietic lineages remains untested.

To understand the in vivo cellular genealogy of the first mesodermal derivatives, we investigated the yolk sac between  E7.25–E10.5 using single-cell transcriptomics and between E5.5-E10.5 using single cell lineage tracking by in vivo barcoding. Herein, we provide in vivo evidence of the haemangioblast. We also show that haemangioblasts are not the sole blood and endothelial precursor. Rather, these lineages arise from a trio of progenitors with distinct patterns of lineage production: the haemangioblast (that produces haematopoietic lineages and conventional endothelium), the mesenchymoangioblast (that produces mesenchyme and conventional endothelium), and the haematomesoblast which is a previously undescribed class of haematogenic precursor that that produces haematopoietic lineages and mesenchyme, and so bridges the haematopoietic and mesenchymal elements of the yolk sac.

## Results

### A putative mesenchymal axis of yolk sac haematopoiesis

The extraembryonic mesoderm of the E7.75 yolk sac lines the primitive endoderm as a sheet^1^ (Fig. 1ai). By E8.5, this sheet has become morphologically and immunophenotypically diversified into mesenchymal cells^1^, the blood band (which contains a mix of primitive erythroid cells, megakaryocyte precursors, EMPs, endothelium, and mesothelial cells)^24–26^, and the endothelial zone^24^ (Fig. 1aii). The E8.5 yolk sac also contains three immunophenotypically identifiable haematopoietic lineages (primitive erythrocyte, megakaryocyte, and haematopoietic progenitor/colony forming cells (HPC) (a population containing all EMP activity, Supplementary Fig. 1)^4^ and the endothelium^4,24,27,28^ (Supplementary Fig. 2a–d). Although macrophage-associated genes can be detected at E8.5^29^, significant numbers of bona fide macrophages are not detected before E10.5 (Supplementary Fig. 2e)^4^.

**Fig. 1:**
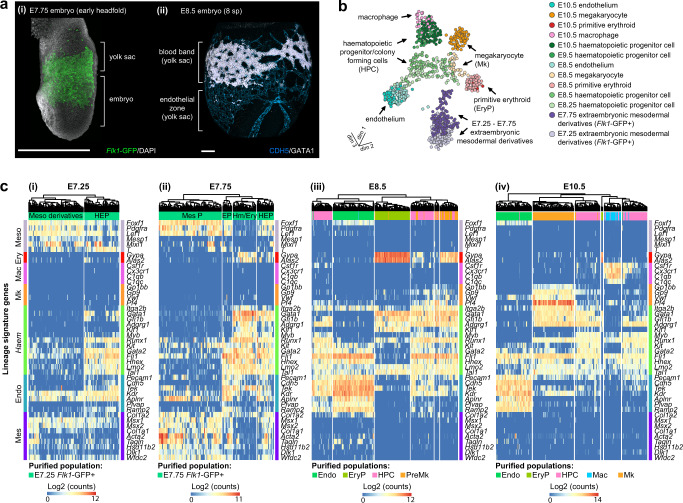
Single-cell transcriptomics profiling of the early endothelial-haematopoietic landscape. **a** (i) Distribution of *Flk1*-GFP-expressing extraembryonic mesodermal derivatives at E7.75 (*n* = 7 embryos); (ii) Distribution of haematopoietic cells (GATA1+, white) and endothelium (GATA1− CDH5+, blue) at E8.5 (*n* = 12 embryos). Scale bars, 300 μm. **b** UMAP dimension reduction representation of 926 transcriptomes from cells collected from the yolk sac between E7.25–E10.5. **c** (i) Heatmap of key mesodermal, haematopoietic, endothelial, and mesenchymal genes expression in E7.25 to E10.5 yolk sac populations. (i) E7.25, (ii) E7.75, (iii) E8.5, (iv) E10.5. Endo: endothelium, EP endothelial precursors, Ery erythrocyte, EryP primitive erythrocyte, HEP haematoendothelial progenitors, haematopoietic progenitor/colony forming cells (HPC), Mac macrophage, Mk megakaryocyte, Mes mesenchyme, Meso derivatives mesodermal derivatives, Mes P mesenchymal precursors.

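Cells were dissociated from dissected yolk sacs, sorted by flow cytometry into 13 populations and captured on the Fluidigm C1 system, which holds each cell at its own capture site. The E7.25 and E7.75 cells were sorted for GFP expressed from the *Flk1* (*Kdr*) locus after dissociation with trypsin, and the later cells were sorted after dissociation with collagenase/dispase. Nextera XT libraries were read as paired ends on an Illumina HiSeq, and the authors aligned the reads to Ensembl mouse release 84 (GRCm38) with Rsubread and counted them per gene with featureCounts. The deposited tables are these read counts for all captured cells, the counts of the cells and genes that passed the scater filter, and the same counts scaled per cell by scran size factors and given as CPM. Shares of cells with a gene (1 count or more) were computed from the counts, and levels from the CPM. A read count is not a count of molecules. After filtering, total counts per cell ranged from 484539 to 5955450, with a median of 1890168. At E7.25, 147 *Flk1*-GFP+ cells held between 877419 and 3313522 counts each (median 1825356), and at E7.75, 140 held between 534397 and 4529538 (median 2020384). HPCs held between 664686 and 3245370 (median 1968121, 73 cells) at E8.25, between 884282 and 2588754 (median 1559151, 89 cells) at E8.5, between 503649 and 5112531 (median 3087894, 46 cells) at E9.5 and between 484539 and 4347369 (median 1611428, 87 cells) at E10.5. Primitive erythroid cells (EryP) held between 1304433 and 3019614 (median 2101140, 66 cells) at E8.5 and between 2695882 and 2992717 (median 2976663, 3 cells) at E10.5. Megakaryocytes (Mk) held between 2627402 and 5240051 (median 3538303, 37 cells) at E8.5 and between 546891 and 4277592 (median 1670453, 73 cells) at E10.5. E10.5 macrophages (Mac) held between 1003129 and 5955450 (median 3428065, 25 cells). Endothelial cells (Endo) held between 1122968 and 2744545 (median 1876724, 79 cells) at E8.5 and between 589933 and 4553920 (median 1946351, 61 cells) at E10.5. Because detection depends on depth, shares of cells were also computed on counts thinned at random to 840000 per cell, which left out 46 shallower cells, 18 of them from E7.75. No embryo or pool is named for a cell, and only E7.25 and E7.75 came from more than 1 capture, with 2 each, so no test between populations was made. Shares carry exact (Clopper-Pearson) 95% intervals, which cover counting error only, and where no cell held a gene the limit given as allowed is 3 cells of the total. The E7.25, E8.25 and E8.5 cells were sequenced on one flow cell and the E7.75, E9.5 and E10.5 cells on another, so a difference between stages on different flow cells cannot be separated from a difference between sequencing runs.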

To define the transcriptional identity of cellular intermediates that appear during mesodermal diversification in the yolk sac, we generated a targeted single-cell RNA-sequencing (scRNA-Seq) dataset encompassing all known cellular immunophenotypes associated with endothelial and haematopoietic differentiation in the yolk sac between E7.25–E10.5 (Supplementary Data 1 and 2). Using the gating strategies described in Supplementary Fig. 2a–e and the immunophenotypes listed in Supplementary Data 2, we collected:

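The number of cells that passed the filter differed between populations. At E7.25, 147 of 159 captured *Flk1*-GFP+ cells passed (92.5%, 95% interval 87.2 to 96.0), and at E7.75, 140 of 150 (93.3%, 88.1 to 96.8); each stage came from a pair of captures, sequenced in separate lanes. Among the E10.5 populations, 61 of 80 endothelial cells (76.3%, 65.4 to 85.1), 73 of 83 megakaryocytes (88.0%, 79.0 to 94.1), 87 of 92 HPCs (94.6%, 87.8 to 98.2) and 25 of 41 macrophages (61.0%, 44.5 to 75.8) passed. Of 25 captured E10.5 primitive erythroid cells only 3 passed (12.0%, 2.55 to 31.2), so values for this population rest on 3 cells. At E8.5, 66 of 84 primitive erythroid cells (78.6%, 68.3 to 86.8), 37 of 53 megakaryocytes (69.8%, 55.7 to 81.7) and 79 of 79 endothelial cells (100%, 95.4 to 100) passed. HPCs passed in 73 of 79 cases at E8.25 (92.4%, 84.2 to 97.2), in 89 of 90 at E8.5 (98.9%, 94.0 to 100) and in 46 of 58 at E9.5 (79.3%, 66.6 to 88.8).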

- E7.25 and E7.75 *Flk1*-expressing extraembryonic mesodermal derivatives, the source of haematopoietic and endothelial cells^30,31^.
- E10.5 endothelium, primitive erythrocyte, megakaryocyte, HPC (Supplementary Fig. 2e)^4,18^ and macrophage lineages, which served as endpoint references.
- To understand developmental transitions: early primitive erythroid cells, megakaryocytes (Supplementary Fig. 2c, d)^4^, and endothelial cells were collected at E8.5; HPCs were collected at E8.25, E8.5, and E9.5 (Supplementary Fig. 2c–e).

Collected transcriptomes of 926 cells (out of 1073 captured) were compiled to generate a 3D Uniform Manifold Approximation and Projection (UMAP) of the E7.25–E10.5 yolk sac lineages (Fig. 1b, Supplementary Fig. 2f, Supplementary Data 3, and Supplementary Software 1 and 2). This revealed that from E8.5, endothelium and blood lineages were readily identifiable, and that E7.25 and E7.75 populations had a more ambiguous identity, which is consistent with cells being in a state of developmental transition. 

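The share of captured cells that were kept was 86.3% (95% interval 84.1 to 88.3). To describe how the sorted populations lie relative to each other without an embedding in few dimensions, the nearest neighbours of each cell were taken by Euclidean distance on the first 20 principal components of log2(CPM + 1) of the 2000 most variable genes. Of the 15 nearest neighbours of an E7.25 cell, 99.9% on average were *Flk1*-GFP+ cells of E7.25 or E7.75, and of an E7.75 cell 99.4%. E10.5 megakaryocytes (99.8%), E8.5 primitive erythroid cells (99.9%), E8.5 endothelium (97.6%) and E10.5 endothelium (95.2%) had nearly all neighbours from their own sorted lineage. For HPCs this share was 83.7% at E8.25, 90.0% at E8.5, 95.7% at E9.5 and 94.9% at E10.5. It was lower in E8.5 megakaryocytes, where 62.5% of neighbours were megakaryocytes and 33.3% were HPCs. In E10.5 macrophages, 78.7% of neighbours were macrophages and 21.3% were HPCs. The number of neighbours moved this last value most: with the 40 neighbours that the paper used for its UMAP, 46.2% of the neighbours of a macrophage were macrophages, of which there are only 25.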

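Each cell was correlated (Spearman) with the mean log2(CPM + 1) profile of each endpoint population over the 2000 most variable genes and given to the lineage with the highest correlation; a cell was left out of its own reference. E8.5 cells served as the reference for primitive erythroid cells, because only 3 such cells remained at E10.5. Of 566 cells from E8.5 to E10.5, 490 were closest to the lineage they had been sorted as (86.6%, 95% interval 83.5 to 89.3). All endothelial cells and primitive erythroid cells of both stages and all E10.5 megakaryocytes were among them, as were 96.0% of macrophages, 93.5% of E9.5 HPCs and 92.0% of E10.5 HPCs. The 566 cells include the reference populations, set against the mean of their own population, so the pooled share is not that of cells outside the references. With E8.25 HPCs included, the share was 508 of 639 (79.5%, 76.2 to 82.6). E8.5 HPCs were closest to E10.5 HPCs in 47.2% of cells (36.5 to 58.1), and E8.25 HPCs in 24.7% (15.3 to 36.1), with 35.6% of the latter closest to endothelium; both were sorted as CDH5+. E8.5 megakaryocytes were divided between the megakaryocyte reference (51.4%, 34.4 to 68.1) and the primitive erythroid reference (48.6%). Among E7.25 cells, 97.3% were closest to primitive erythroid cells, with a median best correlation of 0.216 and a median gap of 0.120 to the next lineage. Among E7.75 cells, 75.7% were closest to primitive erythroid cells and 24.3% to endothelium, with a median best correlation of 0.187 and a gap of 0.0940. The median best correlation from E8.5 to E10.5 was 0.581 and the gap 0.235. The primitive erythroid reference is of E8.5, on the flow cell that also held the E7.25, E8.25 and E8.5 cells, and the other references are of E10.5, on the other flow cell, so closeness to it cannot be separated from stage and, for cells of that flow cell, from the sequencing run. Among nearest neighbours, primitive erythroid cells made up 0% for E7.25 and E7.75 cells and 4.14% for E8.5 megakaryocytes. The number of genes moved these shares most: with fewer genes, 78.9% of E7.25 cells and 51.4% of E7.75 cells were closest to primitive erythroid cells, and with more genes 99.3% and 90.7%. On thinned counts the share of E8.5 to E10.5 cells assigned to the sorted lineage was 86.5%.

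**Figure D1:**
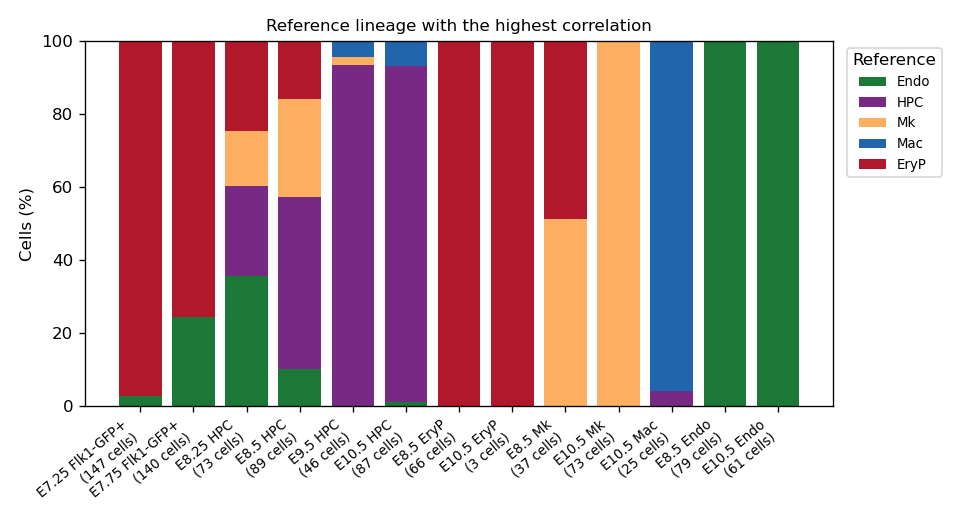
Percent of cells in each sorted population (horizontal axis, number of cells in brackets) whose expression profile correlates best with each reference lineage (colours). Each bar adds up to 100%; endothelial, primitive erythroid and E10.5 megakaryocyte bars hold a single colour, and E8.25 and E8.5 HPCs and E8.5 megakaryocytes are divided.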

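Endothelial cells, megakaryocytes, HPCs and primitive erythroid cells were each sampled at E8.5 and E10.5. For each lineage the log2 ratio of mean CPM + 1, E10.5 over E8.5, was taken over genes with a mean of 100 CPM or more that were detected in at least 50% of the cells at either stage. Its quartiles were -0.68 and 0.63 over 2950 genes in endothelium, -0.61 and 0.44 over 2676 genes in megakaryocytes, -0.60 and 0.25 over 2505 genes in HPCs, and -1.58 and 0.72 over 2791 genes in primitive erythroid cells, where 3 cells stand for E10.5. With no filter on low values, the lower quartile in primitive erythroid cells was -2.75, the largest move of these quartiles among the alternatives tried, and the upper changed sign to -0.03. In endothelium the 3 genes that fell most were *Gsta4* (from 240.8 to 1.06 CPM), *Lin28a* (102 to 0.595) and *Krt18* (100.0 to 5.86), and the 3 that rose most were *8430408G22Rik* (1.89 to 612), *Adgrg6* (0.872 to 301) and *Cpt1a* (2.84 to 464). In megakaryocytes *Hba-x* (6463 to 0.466 CPM), *Hbb-y* (5120.4 to 14.3) and *Alas2* (356 to 1.16) fell most, with E8.5 medians below these means, at 1646, 100.2 and 168 CPM. Of the E8.5 megakaryocytes, 48.6% were closest to the primitive erythroid reference, and the source of their erythroid transcripts stays open. A fall within megakaryocytes therefore cannot be told apart from carried-over RNA or captured pairs at E8.5. *Ppbp* and *Hpgd* had no count in 37 E8.5 megakaryocytes and were at least 12988-fold and 6802-fold higher at E10.5, with the floor set at 3 counts over the group, and *Nckap1l* rose from 0.0743 to 127 CPM. In HPCs *Hbb-bh1* (3191 to 4.11 CPM), *Hba-x* (341 to 0.220) and *Hbb-y* (184 to 1.41) fell most, from means that a minority of the cells carries (E8.5 medians of 113, 4.02 and 1.47 CPM), and *Serpinb1a* (0.132 to 155), *Igsf6* (0.368 to 116) and *Arhgap15* (0.360 to 107) rose most. The gate for HPCs changed from CDH5+ to CDH5− CD45+ between these stages. In primitive erythroid cells *Ddah1* and *Prmt5* had no count at E10.5 and were at least 709-fold and 603-fold lower, and *Gart* had 1 count in 3 cells against 44332 in 66. *Eif2ak3* (0.284 to 126 CPM), *Fos* (4.06 to 334) and *Foxj2* (3.17 to 260) rose most, each in 2 of the 3 cells. All E8.5 cells were on one flow cell and all E10.5 cells on the other.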

Of note, a caveat of this approach is that the same broad cell type (e.g., EryP) could have different transcriptional features at different developmental stages.

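The share of cells with 1 count or more of *Foxf1*, *Pdgfra*, *Lef1*, *Mesp1*, *Mixl1* and *T*, averaged over these 6 genes, was 83.6% at E7.25 and 53.5% at E7.75 (80.0% and 48.2% on thinned counts). In the sorted haematopoietic populations it was 7.31% (E8.25 HPC), 3.00% (E8.5 HPC), 1.35% (E8.5 Mk) and 0 of 66 cells for each gene in E8.5 EryP, which allows a share of up to 4.55%. Endothelium stood at 20.5% at E8.5 and 16.1% at E10.5, most of it from *Foxf1*, which was found in 96.2% and 93.4% of the cells. Counting a gene as detected only at 10 counts or more moved these averages most, to 70.0% at E7.25 and 40.5% at E7.75. *Mesp1* (chromosome 7 of GRCm38, 79792241 to 79793788) was found in 72.8% of E7.25 cells (mean 15.0 CPM) and in 9.29% of E7.75 cells (0.849 CPM). *T* (chromosome 17, 8434423 to 8442496) was found in 77.6% and 27.9%, with means of 66.6 and 9.40 CPM. *Mixl1* (chromosome 1, 180693043 to 180697034) was found in 78.2% and 32.1%, with means of 270.2 and 37.4 CPM. *Foxf1* was kept in 98.6% and 89.3% of cells, and *Lef1* in 95.9% and 82.9%. *Pdgfra* was found in 79.3% of E7.75 cells, at 82.0 CPM against 79.3 CPM at E7.25. A wider view over the other lists shows the 13 haematopoietic genes at an average of 41.8% of cells at E7.25 and 59.7% at E7.75, the 7 endothelial genes at 48.0% and 52.6%, the 9 mesenchymal genes at 56.8% and 75.6%, and the 4 macrophage genes at 0.340% and 0.536%.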

To follow mesoderm differentiation into blood, endothelium, and mesenchyme we investigated the evolution of transcriptional signatures for mesoderm (*Foxf1, Pdgfra, Lef1, Mesp1, Mixl*, and *T*), erythroid (*Gypa and Alas2*), macrophage (*Csf1r, Cx3cr1, C1qb*, and *C1qc*), megakaryocyte (*Gp1bb, Gp9, Vwf*, and *Pf4*), haematopoietic (*Itga2b, Gata1, Gfi1b, Adgrg1, Klf1, Myb, Runx1, Kit, Gata2, Fli1, Hhex, Lmo2*, and *Tal*1), endothelial (*Pecam1, Cdh5, Tek, Kdr, Aplnr, Pvlap*, and *Ramp2*) and mesenchymal (*Col1a2, Msx1, Msx2, Col1a1, Acta2, Tagln, Hsd11b2, Dlk1*, and *Wfdc2*) identities between E7.25 and E10.5 (Fig. 1ci–iv). Transcriptional identities correlated well with immunophenotypically defined populations^4^ (Supplementary Data 2) at E10.5 (Fig. 1civ, Supplementary Fig. 3a, b):

- Endothelium (TER119− CD45− CD41− CDH5+ cells) were characterised by *Pecam1*, *Cdh5*, *Tek*, *Kdr*, *Aplnr*, *Plvap* and *Ramp2* expression.

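Mean CPM at E10.5 was higher in endothelium than in megakaryocytes, HPCs, macrophages and primitive erythroid cells for 7 of the 7 genes. *Kdr* (chromosome 5 of GRCm38, 75932827 to 75978458) was found in 61 of 61 endothelial cells with a mean of 1527 CPM. *Cdh5* (chromosome 8, 104101625 to 104144511), whose protein set the sort gate, had a mean of 953 CPM and was also found in every endothelial cell. Means were 887 CPM for *Tek*, 609 for *Plvap*, 587 for *Ramp2*, 572 for *Aplnr* and 386 for *Pecam1*, and the lowest share of cells was 95.1% (*Aplnr*). On thinned counts the 7 genes were found in 98.2% of cells on average, against 98.8% at full depth. Of the other E10.5 populations, megakaryocytes also held *Kdr*, in 93.2% of cells but with a mean of 117 CPM. *Aplnr* had no count in 73 megakaryocytes and 25 macrophages, which allows shares of up to 4.11% and 12.0%.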

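In the 3 E10.5 primitive erythroid cells, *Alas2* (mean 4275 CPM) was found in each cell and was highest there among the 5 E10.5 populations. In megakaryocytes *Pf4* (4902 CPM), *Itga2b* (603 CPM), *Gp9* (311 CPM), *Vwf* (259 CPM) and *Gp1bb* (51.0 CPM) were all highest among these populations and found in 97.3% to 100% of 73 cells; CD41, the product of *Itga2b*, was part of the gate. The 4 genes other than *Itga2b* fell from an average of 98.6% of megakaryocytes to 91.8% when 10 counts were required, the largest move among the alternatives for the E10.5 lists. In 25 macrophages the means were 1124 CPM for *C1qb*, 958 for *Cx3cr1*, 763 for *Csf1r* and 116 for *C1qc*, each the highest of the 5 populations, and *C1qc* was the least widely found, in 92.0% of cells. HPCs also held *Csf1r* in 69.0% of cells (99.6 CPM) and *Cx3cr1* in 63.2% (114 CPM). Of the 8 genes *Gata1*, *Gfi1b*, *Myb*, *Runx1*, *Kit*, *Gata2*, *Lmo2* and *Tal1*, the means of 4 were highest in HPCs: *Runx1* (221 CPM, 100% of 87 cells), *Kit* (162 CPM, 92.0%), *Gata2* (154 CPM, 89.7%) and *Myb* (121 CPM, 94.3%). The other 4 had a higher mean in another population. *Gata1* was found in 63.2% of HPCs (120.2 CPM) and had means of 568 CPM in primitive erythroid cells and 457 in megakaryocytes. *Gfi1b* had a mean of 139.7 CPM in HPCs and 393 in megakaryocytes, *Lmo2* 63.4 and 101, and *Tal1* 34.9 and 217. On thinned counts the same tally of 4 genes was found, and the 8 genes were detected in 86.8% of HPCs on average, against 88.9% at full depth. *Alas2* was found in 8.05% of HPCs, while *Gp9* was found in 60.9% with a mean of 16.1 CPM.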

- Primitive erythroid cells (TER119+ CD41− CD45− CDH5−) expressed *Gypa* and *Alas2*.
- Megakaryocytes (TER119− CDH5− CD41+ CD45− cells) expressed *Gp1bb*, *Gp9*, *Vwf*, *Pf4*, and *Itga2b*.
- Macrophages (TER119− CD45+ CD41− cells) expressed *Cx3cr1*, *Csf1r*, *C1qb*, and *C1qc*.
- HPCs (TER119− CDH5− CD41low CD45+) were characterised by low/no expression of differentiation markers and robust detection of *Gata1*, *Gfi1b*, *Myb*, *Runx1*, *Kit*, *Gata2*, *Lmo2*, *Tal1*.

Between E7.25 and E8.5, markers that are specific to the endothelium at later developmental stages (*Pecam1, Cdh5, Tek,* and *Kdr*) were also detected in early haematopoietic lineages (Fig. 1ci–iii). 

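*Pecam1*, *Cdh5*, *Tek* and *Kdr* were each found in more than 90% of HPCs at E8.25 and E8.5. At E8.25 *Pecam1* was found in 97.3% of 73 cells (95% interval 90.5 to 99.7), *Tek* in 98.6% (92.6 to 100) and *Kdr* in 94.5% (86.6 to 98.5); at E8.5 the shares in 89 cells were 92.1% (84.5 to 96.8), 97.8% (92.1 to 99.7) and 96.6% (90.5 to 99.3). *Cdh5* was found in 93.2% and 93.3% of these cells, which had been sorted as CDH5+, so this share is set by the gate. Their mean levels at E8.5, 65.3 CPM for *Pecam1*, 124 for *Cdh5*, 163 for *Tek* and 152 for *Kdr*, lay below those of E8.5 endothelium (273, 528, 717 and 739 CPM). E8.5 megakaryocytes, sorted as CDH5−, held *Kdr* in 89.2% of 37 cells (68.6 CPM), *Pecam1* in 81.1% (53.6 CPM), *Tek* in 75.7% (70.0 CPM) and *Cdh5* in 13.5% (0.844 CPM). E8.5 primitive erythroid cells, also sorted as CDH5−, held *Tek* in 57.6% of cells (44.8 to 69.7), *Pecam1* in 24.2% (14.5 to 36.4) and *Cdh5* in 1.52%, and *Kdr* in 0 of 66 cells, which allows a share of up to 4.55%. Among *Flk1*-GFP+ cells, where the gate is for the *Kdr* locus, *Kdr* was found in 95.2% of cells at E7.25 and 72.1% at E7.75, *Tek* in 36.7% and 68.6%, *Pecam1* in 32.0% and 56.4%, and *Cdh5* in 24.5% and 32.9%. Averaged over the genes, the share was 47.1% at E7.25, 57.5% at E7.75, 95.9% in E8.25 HPCs and 94.9% in E8.5 HPCs, and on thinned counts 43.9%, 50.8%, 92.7% and 93.0%. A minimum of 10 counts moved these averages most, to 38.4%, 40.0%, 85.6% and 84.8%. At later stages, when HPCs were sorted as CDH5−, the average was 66.8% at E9.5 and 57.8% at E10.5, with *Cdh5* in 41.3% and 41.4% of cells. E10.5 macrophages stood at 16.0%.

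**Figure D2:**
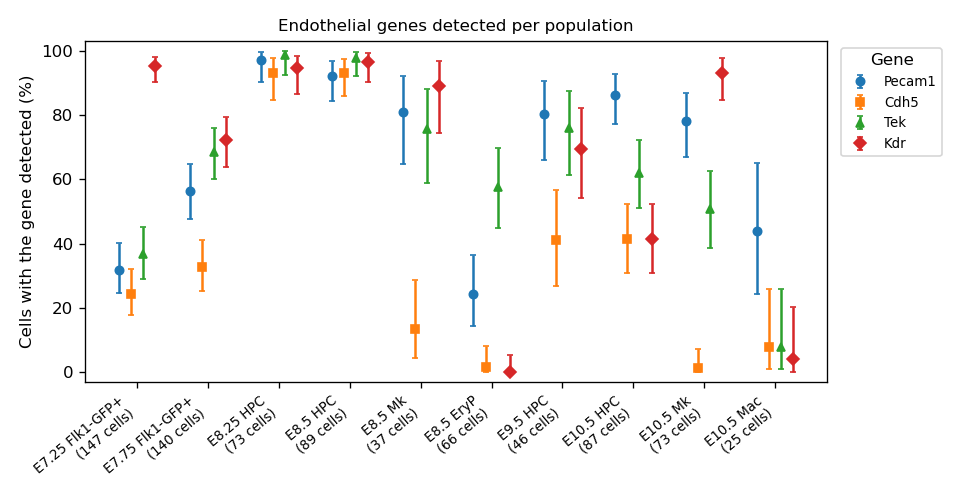
Percent of cells (vertical axis) of each early and haematopoietic population (horizontal axis, number of cells in brackets) with 1 count or more of each of 4 endothelial genes (colours and symbols), with exact 95% intervals. All 4 genes lie above 90% in E8.25 and E8.5 HPCs.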

At E7.25, a cluster with dual endothelial-haematopoietic markers was readily detectable (haematoendothelial precursors, Fig. 1ci). 

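Haemato-endothelial cells were defined per cell, as those with 4 or more of *Kit*, *Gata2*, *Fli1*, *Hhex*, *Lmo2* and *Tal1* detected. At E7.25 this class held 86 of 147 cells (58.5%, 95% interval 50.1 to 66.6); 23 cells had exactly 3 of the genes and 25 exactly 4, so its edge is a range and not a gap. The share was 52.4% on thinned counts, and the capture mattered: it was 68.5% in lane 6 and 48.6% in lane 7. Among the other definitions tried, average linkage clustering moved it most, to 99.3%, by leaving 1 cell outside. At least 2 of *Pecam1*, *Cdh5*, *Tek* and *Ramp2* were found in 54 cells (36.7%) and at least 2 of *Itga2b*, *Gata1*, *Gfi1b*, *Klf1*, *Myb* and *Runx1* in 60 cells (40.8%). Both held in 37 cells (25.2%, 18.4 to 33.0), against 15.0% if the sets were unrelated, and 36 of these 37 cells lay in the haemato-endothelial class. On thinned counts 21.8% of cells held both, and with 10 counts required 17.7%, the largest move. The separate captures gave 28.8% (lane 6) and 21.6% (lane 7). Within the class *Tek* was found in 58.1% of cells, *Ramp2* in 58.1%, *Runx1* in 81.4%, *Gata1* in 41.9% and *Gfi1b* in 32.6%. Among the other E7.25 cells the same genes were found in 6.56%, 21.3%, 55.7%, 14.8% and 8.20%.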

At E7.75, the *Kit*^*+*^ *Gata2*^*+*^ *Fli1*^*+*^ *Hhex*^*+*^ *Lmo2*^*+*^ *Tal1*^*+*^ haemato-endothelial populations could be segregated into three clusters: erythroid (*Gypa*^*+*^ *Alas2*^*+*^), haematopoietic/endothelial (*Gypa*^*low/−*^ *Alas2*^*low/−*^), and endothelial precursor^29^ (*Myb*^*−*^ *Gata1*^*−*^ *Ramp2*+ *Pecam1*+ *Cdh5*+ *Tek*+ cluster). These findings are consistent with the transcriptional patterns observed by others^8,29,32,33^.

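At E7.75, 91 of 140 cells held 4 or more of the 6 genes (65.0%, 95% interval 56.5 to 72.9). Of all cells, 25 had exactly 3 of the genes, 20 exactly 4 and 57 all 6. The share was 66.0% in the capture of lane 7 and 64.4% in that of lane 8, and 54.1% on thinned counts. Average linkage moved it most, to 98.6%, by leaving 2 cells outside. In the class *Runx1* was found in 83.5% of cells, *Tek* in 79.1%, *Gata1* in 76.9%, *Gfi1b* in 71.4%, *Pecam1* in 64.8%, *Myb* in 57.1%, *Ramp2* in 48.4% and *Alas2* in 46.2%. Among the other E7.75 cells the first 7 of these genes were found in 57.1%, 49.0%, 38.8%, 22.4%, 40.8%, 14.3% and 26.5%. None of these genes defines the class. Mean levels in the class and in the other cells were 126 and 7.85 CPM for *Runx1*, 203 and 0.310 CPM for *Gata1*, 112 and 30.4 CPM for *Tek*, and 32.5 and 0.940 CPM for *Myb*.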

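*Col1a2*, *Msx1*, *Msx2*, *Col1a1*, *Acta2*, *Tagln*, *Hsd11b2*, *Dlk1* and *Wfdc2* were compared between the haemato-endothelial class and the other *Flk1*-GFP+ cells of the same stage, and then with the sorted populations. None of these genes enters the definition of the class. At E7.25 the median over the 9 genes of the log2 ratio of mean CPM + 1, haemato-endothelial over other cells, was -0.23, which stood at percentile 10.8 among 10000 random lists of 9 genes matched on mean expression. The percentile describes these cells and is not a test. Of the 9 genes, 8 were lower in the class. The median was 0.01 where 3 of the 6 genes defined the class and also in lane 6 alone, so its sign is not settled, while its percentile was 1.53 on thinned counts, 0.49 with 10 counts required, 0.35 with 5 of the 6 genes and 0.29 with Ward clustering. Average linkage left 1 cell to compare with and is not used here. For the 6 mesoderm genes the median was -0.47 (percentile 0.09), from -1.04 for *Mesp1* to 1.86 for *T*. At E7.75 the mesenchymal median was -0.86 (percentile 0.04) and lay between -1.96 (Ward clustering) and -0.44 (all captured cells) under the other settings of the whole class, except for average linkage, which put only 2 cells outside the class and gave 1.64. The captures gave -0.81 (lane 7) and -0.63 (lane 8). The value is not the same throughout the class: in a division chosen after the values were seen, it was -1.69 in the 47 cells with *Klf1* and -0.46 (percentile 1.63) in the 44 without. Another division of the class is not reported here, so a part of it similar to the other cells is not excluded. Mean levels in haemato-endothelial and other E7.75 cells were 159 and 316 CPM for *Acta2*, 79.5 and 195 for *Tagln*, 51.7 and 56.9 for *Col1a1*, 41.6 and 38.9 for *Col1a2*, 33.8 and 74.4 for *Msx1*, 31.6 and 52.1 for *Wfdc2*, 23.5 and 27.0 for *Hsd11b2*, 23.3 and 43.2 for *Msx2*, and 7.32 and 17.3 for *Dlk1*. As ratios, medians lay further apart than means for every gene but *Col1a2*, whose medians were 23.3 and 23.0 CPM. The ratio was largest for *Acta2* (0.960 and 102.6 CPM), *Tagln* (3.34 and 84.6), *Msx2* (0.926 and 36.3) and *Col1a1* (3.22 and 27.9). A minority of the class carries the means of these genes. Medians were 1.78 and 11.3 CPM for *Dlk1*, 9.04 and 51.5 for *Msx1*, 10.1 and 39.1 for *Wfdc2*, and 7.64 and 14.4 for *Hsd11b2*. Averaged over the 9 genes, 69.6% of the haemato-endothelial and 86.8% of the other cells held a gene, or 59.1% and 83.7% on thinned counts. From E7.25 to E7.75, 7 of the 9 genes rose within the class and *Msx1* and *Msx2* fell, with a median log2 ratio of 1.20, although these stages were on different flow cells. Against E7.75 haemato-endothelial cells, the median was -3.71 in E8.25 HPCs, -4.97 in E8.5 HPCs, -4.98 in E8.5 primitive erythroid cells, -4.62 in E8.5 megakaryocytes and -2.86 in E8.5 endothelium, below all random lists in each, and all 9 genes were lower in each of these populations. On thinned counts these medians were -3.48, -4.66, -4.71, -4.65 and -2.70. The smallest fall was that of *Col1a2*, from 41.6 CPM to 39.3 in E8.5 endothelium, 12.6 in E8.25 HPCs and 8.65 in E8.5 HPCs. The flow cell does not account for the loss: averaged over the genes, detection went from 56.8% of E7.25 haemato-endothelial cells to 11.6% of E8.25 HPCs on the one, and from the E7.75 value to 3.14% of E9.5 HPCs on the other. Dissociation and sort gate changed together with the stage after E7.75 and cannot be separated from it.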

Although haemato-endothelial precursors were transcriptionally distinct from the mesoderm at E7.25, they still exhibited a robust mesenchymal signature at E7.75 (similar to that of non-haemato-endothelial populations) that was abruptly downregulated by E8.5 (Fig. 1ci–iii). In the light of the haemangioblast theory, that postulates an early separation of these lineages^6,7,10–12^, a transcriptional connection between the endothelial, haematopoietic, and mesenchymal lineages was unexpected. Importantly, this suggested that mesenchymal and haemato-endothelial fates might segregate later than thought. 

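Counted per captured cell, 3 or more of the 9 mesenchymal genes were found together in 82 of 86 haemato-endothelial cells at E7.25 (95.3%, 95% interval 88.5 to 98.7) and in 83 of 91 at E7.75 (91.2%, 83.4 to 96.1). Pairs of cells captured together were not excluded, so some of these profiles may hold more than 1 cell. Among the other *Flk1*-GFP+ cells the shares were 85.2% at E7.25 (73.8 to 93.0) and 100% of 49 cells at E7.75 (92.7 to 100). The median number of these genes per cell was 5 in both classes at E7.25, and at E7.75 it was 7 in haemato-endothelial and 8 in other cells. In the populations sorted later the shares were 11.0% in E8.25 HPCs (4.85 to 20.5), 4.49% in E8.5 HPCs (1.24 to 11.1), 2.70% in E8.5 megakaryocytes (0.0684 to 14.2), 27.8% in E8.5 endothelium (18.3 to 39.1) and 0 of 66 in E8.5 primitive erythroid cells. On thinned counts the shares were 89.6% at E7.25 and 74.2% at E7.75 in the class, and 4.17% in E8.25 HPCs, 1.12% in E8.5 HPCs and 22.8% in E8.5 endothelium. With 10 counts required for every gene, which also narrows the class, they moved most, to 54.1%, 54.8%, 1.37%, 0% and 5.06%. From the mesenchymal signature that haemato-endothelial precursors still showed at E7.75 and its loss by E8.5, the paper proposes that mesenchymal and haemato-endothelial fates might separate later than had been thought.

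**Figure D3:**
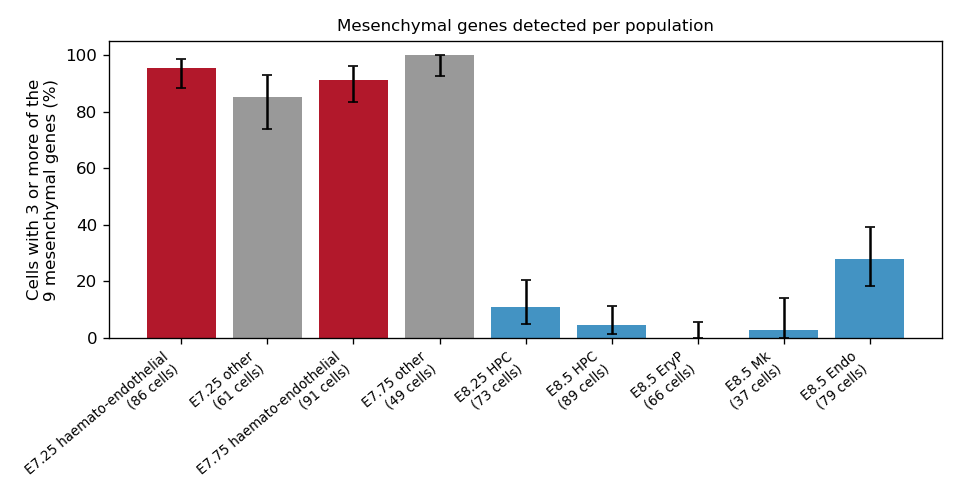
Percent of cells (vertical axis) with 3 or more of the 9 mesenchymal genes detected, in haemato-endothelial (red) and other (grey) *Flk1*-GFP+ cells and in the populations sorted at E8.25 and E8.5 (blue), with the number of cells in brackets. Error bars are exact 95% intervals; the bars of E7.25 and E7.75 lie above 85% and those of E8.25 and E8.5 below 28%.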

Possibly via an as-yet undiscovered common clonal ancestor.

### Tracking mesodermal diversification using cellular barcoding

To test the hypothesis that haemato-endothelial development might occur via mesenchymal as well as endothelial intermediaries, we performed in vivo lineage tracking using inducible cellular barcoding. This approach enables the fate of large numbers of individual cells to be tracked via indelible DNA tagging under physiological conditions^34–37^. Identification of the same DNA tag (or barcode) in two cells, or cell populations, demonstrates that they share a clonal ancestry. To enable the sensitive recovery of barcodes from small numbers of purified cells, we used a Cre-LoxP-based in situ barcoding mouse line (named the *LoxCode* line) that can generate a high diversity of cell-specific barcodes^38^ following Cre exposure during unperturbed development (Fig. 2a, Supplementary Fig. 4a, b, and *Methods*). The *LoxCode* construct contains 14 LoxP sites in alternate orientation interspersed with 13 × 8–14 bp unique DNA segments (termed elements) (Fig. 2a and Supplementary Fig. 4a, b). The theoretical diversity provided by the recombination of the *LoxCode* is >30 × 10^9^ unique barcodes (see *Methods*). A Sanger-sequence verified *LoxCode* cassette was introduced in mice at the *Gt(ROSA)26Sor* locus (*Rosa26*) using CRISPR technology. Exposure to Cre recombinase led to recombination (inversion/deletion) and the expected formation of *LoxCode* cassettes composed of 13, 9, 7, 5, 3, or 1 element(s) (Fig. 2b). Construction of the *LoxCode* line will be described in greater detail elsewhere^39^.

**Fig. 2:**
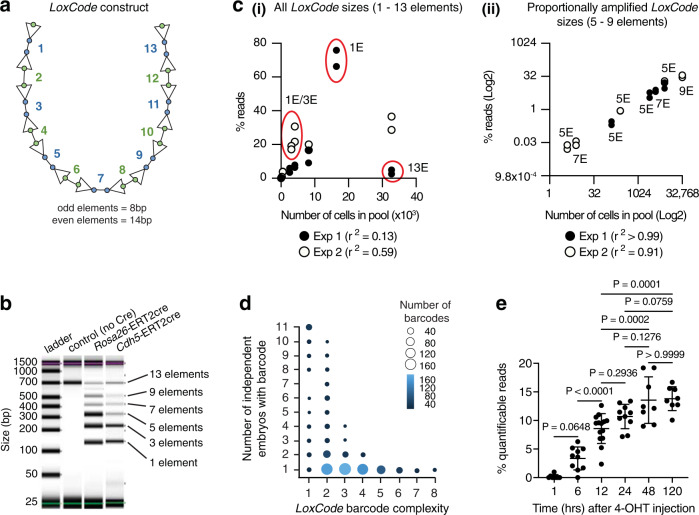
In vivo cellular barcoding using the *LoxCode* mouse line. **a** Schematic of the *LoxCode* construct: LoxP sites (arrowheads), 1–13: unique DNA sequences (elements). *LoxCode* construct size = 616 nucleotides. **b** Representative examples of *LoxCode* construct PCR products before and after recombination with *Rosa26* or *Cdh5* driven ERT2cre recombinase. Number of elements per fragment is indicated. Data is representative of *n* = 104 independent libraries prepared from crosses with *Cdh5*ERT2Cre mice and *n* = 180 independent libraries prepared from crosses with *Rosa26*ERT2Cre mice. **c** Proportionality of barcode amplification in control pools. (i) 1 element and 13 element barcodes are over- and under- represented respectively. (ii) 5–9 element barcode sequences are within a near-linear manner, allowing for reliable quantification of relative clonal output to all assessed lineages (biomass). Note, multiple representation of 1 and 5 element (E) barcodes reflects the presence of multiple independent 1 and 5 element barcode samples in the experiment. Data shown derive from two independent experiments that were performed in technical duplicate. All data points are shown. *r*^2^ represents Pearson’s correlation coefficient for each independent experiment. **d** Complex barcodes (requiring more recombination steps) are rarer and therefore more likely to be clonal. Number of embryos in which barcodes of a given complexity (minimal number of recombination steps) are detected. *n* = 11 independent embryos. **e** % of quantifiable (complex 5–9 element) barcodes after 4-OHT injections. 1 h: 8 embryos; 6 h: 10 embryos, 12 h: 14 embryos, 24 h: 10 embryos, 48 h: 8 embryos, 120 h: 8 embryos. Data were analysed using One-way ANOVA (using Tukey’s *P* value adjustment) was used for multiple comparisons. Exact *p* values are shown. Bars represent mean ± SD.

To assess the sensitivity and linearity of barcode detection, control experiments were performed with barcoded *LoxCode*/*Rosa26*CreERT2 acute myeloid leukaemia clones. After in vitro exposure to 4-Hydroxytamoxifen (4-OHT), single acute myeloid leukaemia cells were sorted into individual wells and expanded in vitro yielding clonal lines that were sequenced for barcode identification and pooled in known proportions to assess the sensitivity and linearity of barcode detection in a pool. We found that *LoxCode* sequences between 5 and 9 elements were detected in a near-linear manner (Fig. 2c), providing the potential for reliable quantification of the magnitude of clonal contribution to any lineage (biomass).

*LoxCode* recombination generates a range of barcodes via one to 15 recombination steps (this is referred to as barcode complexity, see *Methods*). High complexity barcodes are detected in few embryos, suggesting a high likelihood of being clonal (Fig. 2d). In contrast, low complexity barcodes are frequently detected in independent embryos, this suggests that they were made independently in several cells and therefore could not be used for clonal tracking. Our filtering steps involved the selection of infrequently occurring and complex barcodes to ensure clonal tracking (Supplementary Figs. 4c, 5, and *Methods*). We found that the limit of sensitivity of barcode detection was approximately 1 in 16,000 cells (Supplementary Data 4).

To investigate the temporal dynamics of complex barcode generation after 4-OHT injection, we induced barcoding at E6.5 and collected embryos 1, 6, 12, 24, 48, or 120 h later. Complex barcodes were detected as early as 1 h after induction and steadily accumulated over the first 24 h (Fig. 2e). After 24 h the proportion of quantifiable barcodes reads was stable (Fig. 2e). Thus, when barcodes are generated during lineage diversification, developmental intermediaries can be labelled. This enables reconstruction of in vivo cellular genealogies.

### Benchmarking the *LoxCode* mouse for yolk sac lineage tracking

To benchmark the *LoxCode* mouse line in the yolk sac, we first performed control experiments involving lineages that were known to be separate (negative control: primitive erythrocytes and non-erythroid haematopoietic lineages^40,41^), or known to be connected (positive control: yolk sac macrophages and brain macrophages [microglia]^23,42,43^).

We used inducible Cre lines that would either label all cells (*Rosa26*-ERT2-Cre, referred to as *Rosa*iCre) or would label *Cdh5*-expressing cells (*Cdh5*-ERT2-Cre^44^, referred to as *Cdh5*iCre). At early developmental stages (E6.5–E8.5), *Cdh5*-expressing cells include precursors to the endothelial and haematopoietic lineages (E6.5–E8.5), and at E8.5 the conventional endothelium itself (refs. 28, 29, 32, 45, 46 and Fig. 1c and Supplementary Fig. 2f). 

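Among E7.25 *Flk1*-GFP+ cells, *Cdh5* was found in 32 of 86 haemato-endothelial cells (37.2%, mean 10.4 CPM) and in 4 of the 61 others (0.0399 CPM). At E7.75 it was found in 43 of 91 haemato-endothelial cells (47.3%, 12.8 CPM) and in 3 of the 49 others (0.339 CPM). In E8.25 HPCs its mean was 248 CPM. *Emcn*, found in 87.3% of E8.5 endothelial cells (168 CPM), was found in 28.8% of E8.25 HPCs and in 10.1% of E8.5 HPCs. It had no count in 147 cells at E7.25, which allows a share of up to 2.04%. No E6.5 cells were part of this dataset.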

Barcode labelling was induced with 4-OHT between E6.5–E8.5 and offspring of barcoded cells were analysed in the E10.5 yolk sac lineages (Fig. 3a and Supplementary Fig. 4d). After collection of E10.5 yolk sac lineages by flow cytometry (Supplementary Data 5), *LoxCode* libraries were generated, sequenced and analysed following the pipeline described in Supplementary Fig. 5 and *Methods*. In the negative control experiment, we found that primitive erythrocyte and the non-erythroid haematopoietic lineages (HPC, macrophage, and megakaryocyte lineages, referred to herein as the *Haem* group) were on separate trajectories from E7.5 (Fig. 3b, c and Supplementary Fig. 6a–c). This was consistent with population-level lineage tracking (Supplementary Fig. 6d), the early segregation of primitive erythrocytes inferred by our scRNA-Seq data (Fig. 1b, 1cii and Supplementary Fig. 2f), the independence of the primitive erythrocytes from the HPCs^40,41^, and the in vivo divergence of Mk and EryP lineage recently described^47^. This suggested that the *LoxCode* molecular protocol and analysis pipeline did not create spurious connections. In the positive control experiment, we found that >90% of yolk sac macrophages and cephalic microglia populations shared clonal ancestors at E7.5 (Fig. 3d). This demonstrated that expected ancestries were robustly detected using our method.

**Fig. 3:**
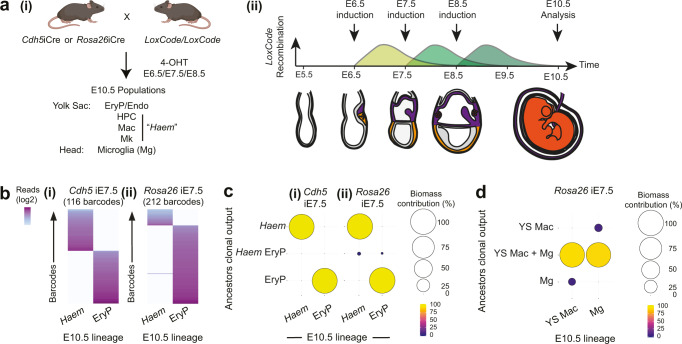
Benchmarking *LoxCode* barcoding in the yolk sac. **a** (i) Experimental design for barcoding experiments. Experimental mice received only one dose of 4-OHT (at either E6.5, E7.5, or E8.5). Created with BioRender.com. (ii) Barcoding window in reference to 4-OHT injection time. **b** Primitive erythrocytes/*Haem* relationships after *Cdh5*iCre induction at E7.5 ((i), 116 informative barcodes, *n* = 5 embryos) and *Rosa26*iCre induction at E7.5 ((ii), 212 informative barcodes, *n* = 3 embryos). **c** Biomass analysis using 5–9 elements complex barcodes of primitive erythrocytes/*Haem* relationships after *Cdh5*iCre ((i), 111 barcodes, *n* = 5 embryos) or *Rosa26*iCre ((ii), 211 barcodes, *n* = 3 embryos) induction at E7.5. **d** Biomass analysis of yolk sac (YS) and head macrophage (microglia (Mg)) relationships after *Rosa26*iCre induction at E7.5. 49 barcodes, *n* = 3 embryos.

In addition, we found that the *Haem* sub-lineages derived from common clonal ancestors at E6.5 and seeded independent macrophage, HPC, and megakaryocyte trajectories between E7.5 and E8.5 (Fig. 4a–c and Supplementary Fig. 7). This again demonstrated the robustness and specificity of detected connection with this method of in vivo cellular barcoding.

**Fig. 4:**
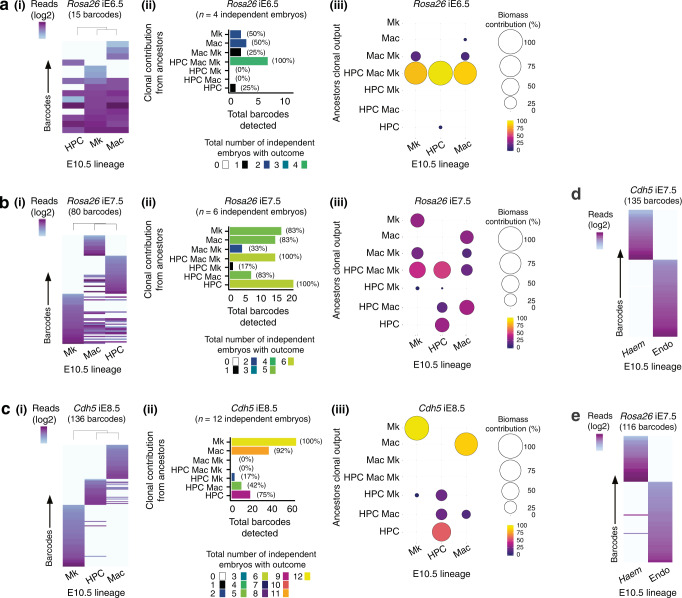
Investigating haematopoietic and endothelial lineage relationships. **a** Induction of barcode formation at E6.5 using *Rosa26*iCre (15 barcodes, *n* = 4 embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass (based on 5–9 element barcodes [12 barcodes]). **b** Induction of barcode formation at E7.5 using *Rosa26*iCre (80 barcodes, *n* = 6 embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass (based on 5–9 element barcodes [77 barcodes]). **c** Induction of barcode formation at E8.5 induction using *Cdh5*iCre (136 barcodes, *n* = 12 embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass (based on 5–9 element barcodes [109 barcodes]). **d** Barcode distribution between the E10.5 yolk sac endothelial (Endo) and non-erythroid haematopoietic (*Haem*) lineages after *Cdh5*iCre induction at E7.5. 135 informative barcodes, *n* = 6 independent embryos. **e** Barcode distribution between the E10.5 yolk sac endothelial (Endo) and non-erythroid haematopoietic (*Haem*) lineages after *Rosa26*iCre induction at E7.5. 116 informative barcodes, *n* = 3 independent embryos.

### Endothelial and haematopoietic cells diverge from E7.5

We next investigated the relationship between the *Haem* group and the endothelium. To this end, barcode formation was induced in E7.5 and E8.5 *Cdh5*-expressing cells using *LoxCode*:*Cdh5*iCre mice, and then recovered in the E10.5 yolk sac. This revealed that *Cdh5*-expressing clones contributed to either *Haem* cells or endothelium but not to both lineages (Fig. 4d and Supplementary Fig. 8a, c). We used *LoxCode:Rosa26*iCre mice to enable unbiased labelling, this largely confirmed that the endothelium and *Haem* group were ancestrally independent. However, from 116 clones two instances of dual lineage contribution were observed (Fig. 4e and Supplementary Fig. 8b). Although rare and only a minor contributor to the E10.5 biomass, this pattern of contribution was consistent with the haemangioblast theory.

### Discovery of the haematomesoblast

To define all the mesodermal derivatives present in the yolk sac, we purified E10.5 endothelium, blood lineages, and TER119- CD41- CD45- CD31- mesodermal derivatives (collectively termed mesenchyme) for 10X Genomics single cell RNA sequencing. From 7316 high quality single cells, seven transcriptional metaclusters were identified: primitive erythroid, megakaryocyte, HPC, macrophage, endothelium, mesenchyme and a handful of extraembryonic endoderm cells (Fig. 5a, b, Supplementary Data 6). As we observed with the E7.25–E10.5 yolk sac scRNA-Seq dataset (Fig. 1c), there was a good correlation between transcriptional identity and immunophenotype (Fig. 5a–c, Supplementary Data 6, and Supplementary Fig. 3c, d). Within the mesenchymal cluster four main populations could be recognised (Fig. 5d–e and Supplementary Fig. 9a, b). All mesenchyme clusters displaying a robust mesenchymal signature which included: (1) immature smooth muscle cells (Supplementary Fig. 9c); (2) fibroblasts (Supplementary Fig. 9d); (3) undifferentiated mesenchyme (Supplementary Fig. 9e); and, (4) and two small clusters with high *Postn* expression (Supplementary Fig. 9f). Additional marker genes for each of these clusters can be found in Supplementary Data 7.

**Fig. 5:**
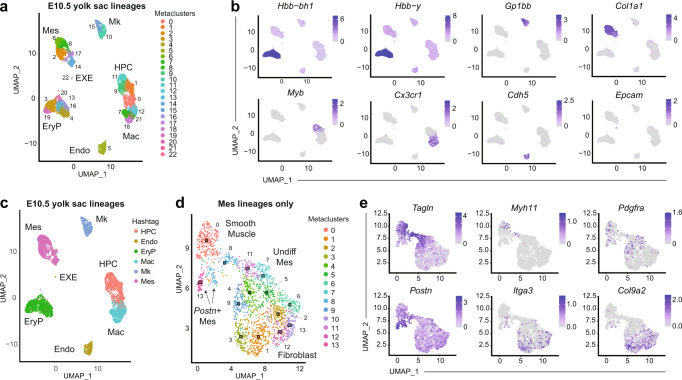
Characterisation of all E10.5 yolk sac mesoderm derivatives. **a** Seurat clustering of single cell RNAseq of yolk sac mesodermal populations: EryP (TER119+CD45−), Mk (TER119− CD41+ CD45−), HPC (TER119− CD41+ CD45+), Mac (TER119− CD41− CD45+), Endo (TER119− CD41− CD45− CD31+), Mes (TER119− CD41− CD45− CD31−). EXE, extraembryonic endoderm. **b** Representative marker genes for each of the metaclusters identified on (**a**). **c** Correspondance between population of origin and transcriptional identity in scRNA-Seq of yolk sac populations. Each population was labelled with an individual barcode (hashtag) before processing. Transcriptional identity is indicated (labels near metaclusters). Hashtag calls show good correspondence with immunophenotype. **d** Clustering of Mes populations reveals immature but distinct populations. Mes: mesenchyme. Undiff: undifferentiated. **e** Representative marker genes for the populations identified on (**d**) Endo (endothelium), EryP (primitive erythroid), Mk (megakaryocyte), HPC (haematopoietic progenitor/colony forming cell), Mac (macrophage), EXE extraembryonic endoderm.

To investigate the ancestral relationship between haematopoietic, endothelial, and mesenchymal lineages in the yolk sac, we collected E10.5 endothelium, primitive erythrocyte, mesenchyme, and the *Haem* group (Fig. 6a). When *LoxCode*:*Rosa26*iCre mice were induced at E7.5 few barcodes were shared between the mesodermal derivatives (Fig. 6b and Supplementary Fig. 10a) indicating that mesodermal derivatives in the yolk sac were on separate lineage trajectories from E7.5.

**Fig. 6:**
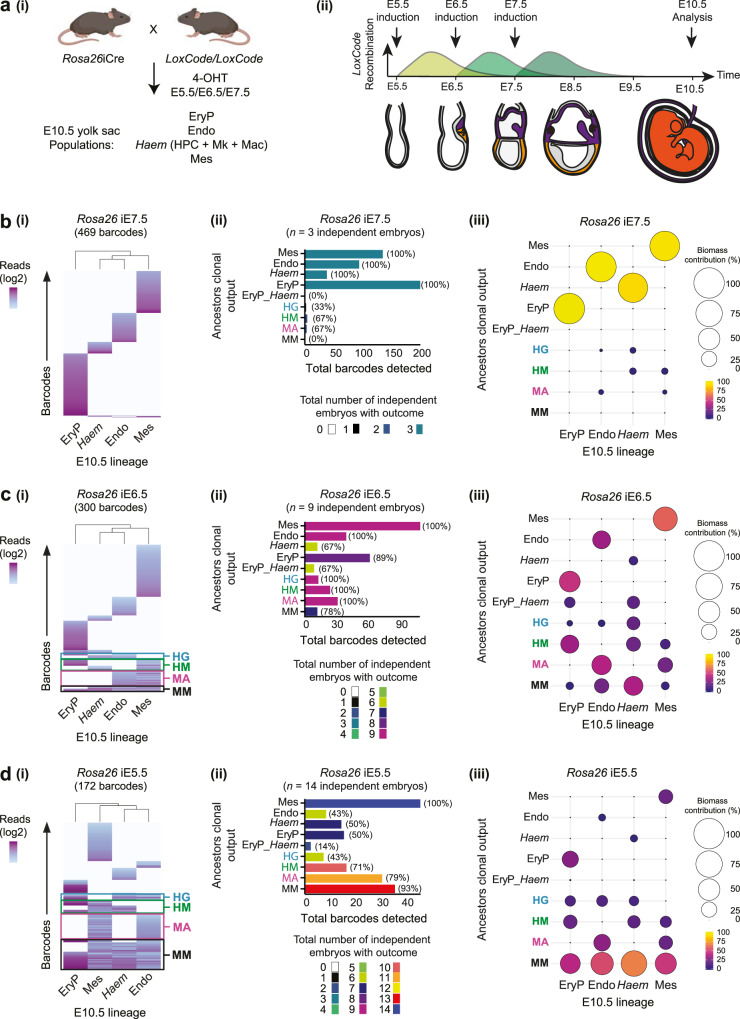
Identification of the in vivo haemangioblast and discovery of the haematomesoblast. **a** (i) Experimental design to assess lineage relationships between all mesoderm derivatives of the yolk sac. Created with BioRender.com. (ii) Barcoding window in reference to 4-OHT injection time. Experimental mice received only one dose of 4-OHT (at either E5.5, E6.5, or E7.5). **b** Induction of barcode formation at E7.5 induction using *Cdh5*iCre (469 barcodes, *n* = 3 embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the biomass of E10.5 yolk sac lineages (based on 5–9 element barcodes [464 barcodes]). **c** Induction of barcode formation at E6.5 using *Rosa26*iCre (300 barcodes, *n* = 9 embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the biomass of E10.5 yolk sac lineages (based on 5–9 element barcodes (based on 5–9 element barcodes [280 barcodes]). **d** Induction of barcode formation at E5.5 using *Rosa26*iCre (172 barcodes, *n* = 14 embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the biomass of E10.5 yolk sac lineages (based on 5–9 element barcodes (based on 5–9 element barcodes [163 barcodes]). Mes (mesenchyme), Endo (endothelium), EryP (primitive erythroid), *Haem* (HPC, megakaryocyte, and macrophage), HG (haemangioblast), HM (haematomesoblast), MA (mesenchymoangioblast), and MM (multi-outcome mesoderm).

Induction of barcode formation at E6.5 yielded a striking pattern of barcode sharing that was consistent with labelling a dynamic developmental continuum that spanned mesoderm with multi-lineage contribution and lineage-restricted trajectories (Fig. 6c and Supplementary Fig. 10b). The E6.5 clonal outcomes revealed a clear picture of how the mesoderm diversifies into its four major outcomes, this included:

1. Multi-outcome mesoderm that contributed to mesenchyme, conventional endothelium, primitive erythrocytes, and/or *Haem* lineages (i.e., haematogenic endothelium).
2. Haemangioblasts that were restricted to the formation of conventional endothelium and primitive erythrocyte/*Haem* outcomes. Thus were capable of producing both haematogenic endothelium and conventional endothelium.
3. Mesenchymoangioblasts^48^ that were restricted to the production of conventional endothelium and mesenchyme.
4. A previously undescribed class of precursor that we have termed the haematomesoblast. The haematomesoblast outcome was restricted to mesenchyme and primitive erythrocyte/*Haem* lineages. Thus, were capable of producing haematogenic endothelium but not conventional endothelium.

Each class of dual-outcome precursor was observed in all of the nine embryos induced at E6.5 (Fig. 6cii), which demonstrates the biological reproducibility and robustness of the observations.

Induction of barcode formation at E5.5 identified haemangioblast, mesenchymoangioblast, and haematomesoblast outcomes as well as a greater number of multi-lineage clones (Fig. 6d and Supplementary Fig. 10c). As recombination occurs for at least 24 h in this system, we cannot pinpoint the exact time of emergence of each type of ancestors, however, our data clearly demonstrated a progression from multi > dual > uni-lineage outcome between E5.5 and E7.5.

## Discussion

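At E7.25 and E7.75, the classes compared had close depths, with medians of 1804860 and 1972765 counts in haemato-endothelial cells and 1848579 and 2143729 in the others. The E7.75 captures gave 3 or more mesenchymal genes in 33 of 35 haemato-endothelial cells in lane 7 (94.3%, 80.8 to 99.3) and 50 of 56 in lane 8 (89.3%, 78.1 to 96.0). Where the class was kept and 10 counts were required only of the mesenchymal genes, 3 or more were found in 61 of 91 haemato-endothelial cells (67.0%) and 45 of 49 others (91.8%) at E7.75, and in 52 of 86 (60.5%) and 44 of 61 (72.1%) at E7.25. *Msx1* was the most widely found mesenchymal gene in the class at E7.25, in 91.9% of cells, and *Acta2* and *Dlk1* the least, each in 26.7%; at E7.75 *Msx1* was found in 65.9% and *Acta2* in 72.5%.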

Using scRNA-Seq gene expression, we made the surprise discovery that mesenchyme-associated genes were co-expressed with haematopoietic and endothelial genes in the E7.25–E7.75 *Flk1*+ extraembryonic mesoderm. This indicated that a mesenchymal axis of early haematopoietic and endothelial development existed. Using the *LoxCode* mouse to induce cellular barcoding during unperturbed embryonic development, we were able to test our hypothesis in vivo. This powerful approach provided evidence that bona fide haemangioblasts exist in vivo, demonstrated the in vivo relevance of the mesenchymoangioblasts previously identified in vitro^48^, and enabled the discovery of a previously undescribed class of haematogenic precursor, the haematomesoblast which connects the mesenchymal derivatives of the mesoderm to the haematopoietic lineages.

It could be possible that the patterns of dual lineage outcomes observed arose because of lineage bias rather than lack of tripotentiality. Our observed limit of *LoxCode* barcode detection was 1 in 16,000 cells, which provided a 2–5 fold coverage of the non-erythroid yolk sac lineages. Thus, if a precursor such as the haematomesoblast contributed to a third lineage (e.g., the endothelium), the magnitude of this contribution would have been vanishingly small. Additionally, when investigated at E7.5, more than 90 % of the biomass of E10.5 yolk sac macrophages and cephalic microglia was shared (Fig. 3d). This suggested that any possible dropout effect (i.e., causing dual—rather than tri-lineage outcomes) was unlikely to be an issue by virtue of the increased time for clonal amplification (4–5 days compared to 3 days). Indeed, >90% connections were observed for the *Haem* lineages with an E6.5 induction (Fig. 4a) and the percentage of shared barcodes across PCR technical replicates ranged between 96.2 and 99.6% in the E5.5 induction experiments (Supplementary Fig. 10). A caveat of our study is that all end-point analysis was performed at E10.5, therefore it remains possible that clonal outcomes that we observed as dual outcome could give rise to a third lineage later in embryogenesis (e.g., given more time, mesenchymoangioblasts could generate hemogenic endothelium and so contribute to haematopoiesis).

Whether the haemangioblast, mesenchymoangioblast, and haematomesoblast precursors represent stable and isolatable populations with only dual lineage outcomes is unclear. A previous study showed that colonies with endothelial and haematopoietic output also contained mesenchymal derivatives^10^. Although this could be an outcome of the complex culture system required to investigate the differentiation potential of these cells, this could also indicate that all cells with a dual lineage output in vivo are fundamentally tripotential ancestors that only differentiate along two lineage trajectories due to local environmental cues. Heterotopic transplantations have shown that transplanted epiblast cells adopt the fate of their new location rather than that of their region of origin^49,50^. This highlighted the importance of regional cues in lineage differentiation. In the yolk sac,  haematopoietic outcome is largely restricted to the blood band (Fig. 1aii and ref. 24). This could either be due to inhibition of the haematopoietic potential of a tripotent mesodermal ancestor at the level of the endothelial zone or the activity of a specific mesenchymoangioblast precursor. Of note, the finding that from E6.5 blood (particularly EryP) and endothelial lineages are seeded by largely ancestrally distinct clones is in keeping with previous in situ^13^ and ex vivo^14^ tracking studies.

Although the molecular nature of the intermediates remains unclear, our findings indicate that haematopoietic and endothelial lineages are generated via both clonally related and unrelated ancestries.

The existence of two haematogenic precursors that are broadly equivalent in their ability to produce haematopoietic lineages suggests that there are multiple cellular pathways to blood production in the yolk sac, one endothelial affiliated (haemangioblast) and one mesenchymal affiliated (haematomesoblast). The unequivocal role of transcriptional master regulators such as GATA1, GATA2, RUNX1, and TAL1 for in vivo blood cell emergence^8,19,21,32,33,51–63^, and that E10.5 differentiated lineages cluster homogeneously, is consistent with the notion that haemangioblast and haematomesoblast differentiation routes must converge on the same molecular machinery to induce haematopoietic commitment. This likely occurs at the level of the E7.25–E7.75 *Cdh5*^+^ haemato-endothelial precursors, which might have the capacity for *Haem* group or endothelial lineage production but do not generally contribute to both outcomes. Molecular mechanisms describing how this fate sorting could occur in vivo, involving interplay between SOX7, FOXF1, and RUNX1, have been proposed using in vitro embryonic stem cell differentiation models^64–68^.

Regarding the relationship between the haematopoietic lineages in the yolk sac, we have demonstrated that despite previous interpretations of yolk sac megakaryocytes being a primitive lineage co-emerging with the primitive erythrocytes^3,4^, these two lineages diverge between E6.5 and E7.5, prior to the emergence of the haemogenic endothelium. Furthermore, we found that megakaryocyte, macrophage and HPC lineages predominantly derive from a common haematopoietic precursor which yields progeny that diverge between E7.5 and E8.5 and continue to develop in parallel in the yolk sac without substantial trajectory cross over before E10.5.

In summary, these data demonstrate the in vivo existence of the haemangioblast, the in vivo activity of mesenchymoangioblasts, and the discovery of a new class of haematogenic precursor—the haematomesoblast. The haemato-endothelial lineages of the yolk sac are established by the output of this precursor trio (Fig. 7).

**Fig. 7:**
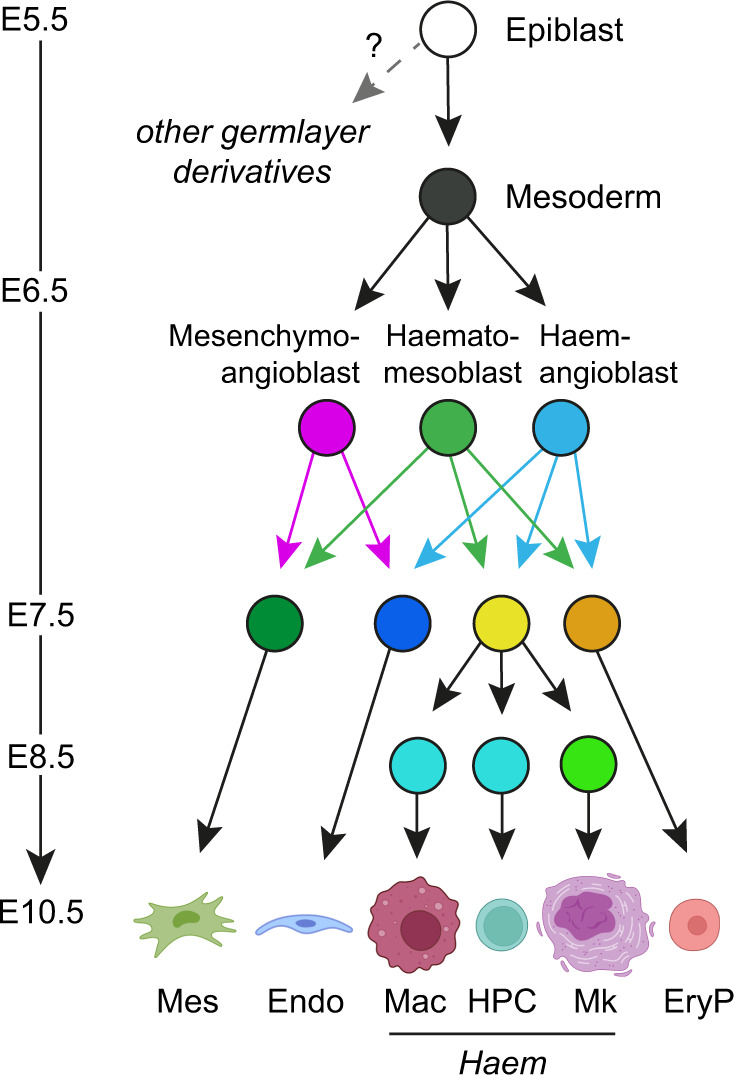
Model of mesodermal diversification in the yolk sac via dual outcome precursors. Endothelial, mesenchymal, and haematopoietic lineages in the yolk sac are the product of mesenchymoangioblast, haemangioblast, or haematomesoblast differentiation. Created with BioRender.com. EryP (primitive erythroid), Mk (megakaryocyte), HPC (haematopoietic progenitor/colony forming cell), Mac (macrophage), *Haem* group (Mk+ HPC+Mac), Endo (endothelium), Mes (mesenchyme).

## Methods

### Mice

*Flk1*-gfp^69^, *Cdh5*ERT2Cre^44^, *Rosa26*ERT2Cre^70^, and *Rosa26R*eYFP^71^ lines were maintained on a C57BL/6 background. All animal experiments were approved by The Walter and Eliza Hall Institute animal ethics committee.

### Confocal imaging

Embryos were fixed in 2% PFA for 20 min at room temperature. Samples were blocked and permeabilized in 0.6% Triton-X/10 % FCS/Ca^2+^/Mg^2+^ DPBS for 30 min at room temperature. Staining with primary and secondary antibodies (Supplementary Data 1) was performed either overnight at 4 °C or for 6–8 h at room temperature in 0.6% Triton-X/10% FCS/Ca^2+^/Mg^2+^ DPBS. Nuclei were stained with DAPI for one hour at room temperature. Embryos were transferred to 4 ml silanized glass vials (Supelco) and dehydrated in a gradient of tetrahydrofuran (THF, Sigma) in H_2_O (50%, 70%, 100%) with 1.5 h washes held at room temperature, and a final overnight incubation in 100% THF held at 4 °C^72^. The next morning embryos were transferred to a coverslip mounted with a silicone Fastwell (Grace BioLabs) and cleared in two changes of 100% dibenzyl ether (DBE, Sigma) before imaging on a Zeiss LSM780 confocal microscope. Data were processed using Imaris Software (v9, Bitplane).

### Flow cytometry

E7 yolk sacs were dissected and dissociated in 0.25% Trypsin/EDTA (Gibco) at 37 °C for five minutes^73^. Samples were washed with 1 ml of FACS buffer (7% FCS/ Ca^2+^/Mg^2+^-free DPBS) and centrifuged at 500 × *g* for 5 min. Samples were resuspended in 1 ml of FACS buffer and mechanically disrupted by gentle trituration with a P1000 20 times, then filtered through a 40 μm nylon mesh filter and centrifuged again before being placed on ice. Tissues from all older developmental stages (E8–10.5 yolk sacs) were dissociated in 10% Collagenase-Dispase solution (5 mg/ml stock; Roche) made in Dissection Medium (7% FCS/ Ca^2+^/Mg^2+^ DPBS) at 37 °C for 45–60 min, washed and mechanically disrupted as described above. Single cell suspensions were maintained on ice. Cells were washed and stained in FACS buffer. Staining of single cell suspension was performed with primary antibodies for 1 h. Dead cells were excluded according to uptake of 7-aminoactinomycin D (7-AAD). Gate placement was determined using appropriate isotype and fluorescence minus one controls. Cells were analysed on either BD LSRFortessa or LSRII cytometers. Flow cytometry cell sorting was performed on BD FACSAria using a 100 μm nozzle with collection in 1.5 ml eppendorf tubes containing 700 μl FACS Wash to minimise cell loss with collection tubes and cells maintained at 4 °C throughout the sorting process. Sorted cells were always reanalysed to determine sort purity. Data were analysed using FlowJo software.

#### Fluidigm C1 single cell dataset

##### Capture and cDNA generation

Populations of interest were individually purified by flow cytometry sorting (Supplementary Data 1). Cell counts were performed by haemocytometer; 6000 cells were prepared for processing according to the manufacturer’s instructions for capture on the Fluidigm C1 integrated fluidic circuit (IFC) with the capacity for 96 individual cells and a 10–17 μm capture aperture. All scripts used were for the 10–17 μm IFC. Briefly, Solutions A–C were prepared and held on ice, then the IFC was primed before 3000 cells were loaded in 20 μl of 3: 2 FACS Wash: C1 Suspension Reagent for capture (150 cells/μl). After inspecting and imaging each capture site to record the presence and quantity of captured cells and their morphology, Solutions A–C were loaded into the IFC according to the Loading Map, and overnight cDNA and pre-amplification was performed. The following morning ~3 μl of cDNA was harvested into 10 μl of C1 DNA Dilution Reagent in a 96 well plate. Four single cell samples were run on a Tapestation as quality control to assess whether the overnight cDNA step was successful, before storing the plate at −20 °C until sequencing library preparation.

##### Single-cell RNA library preparation and sequencing

cDNA concentration was assessed for each cell sample using the Qubit or a PicoGreen plate reader as per the manufacturer’s instructions. Libraries were prepared using the Nextera XT kit and Illumina 96 index kits according to the Fluidigm protocol modified from the Illumina protocol to use ¼ of the kit per 96 well plate. Briefly, cDNA concentrations were adjusted to be 0.1–0.3 nm/μl using C1 Harvest Reagent. Tagmentation adapters were added to the cDNA in the process of amplification, then Illumina sequencing primers were adapted along with P5 and P7 Single Cell Indices during low cycle number (×12 cycle), full-length amplification PCR. 50–90 single cells were pooled to sequence on a High-Seq lane depending on the single cell capture efficiency for each population, with sample quality control performed on the Tape Station after AMPure XP (Agencourt) magnetic bead clean-up to confirm fragment size enrichment (200–1000 bp). RNA Sequencing was performed using Illumina HiSeq with Paired-End 100 bp reads, and a pool of up to 96 cells occupied each lane.

##### Bioinformatics analysis of single cell Fluidigm data

Fastq files were aligned to Ensembl mouse genome version 84 using Rsubread package (doi:10.18129/B9.bioc.Rsubread). The featureCounts function from the same package was used to generate counts matrix summarised at the gene level. The data from the 1073 cells captured by Fluidigm technology was filtered using the scater R package (doi:10.18129/B9.bioc.scater) producing a matrix with 926 samples and 15,967 genes. 

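Of the symbols in the filtered table, 15376 were matched to a single Ensembl gene through the reference annotation, and 15369 of these had identical counts in both tables for every kept cell. At least 99.3% of the counts of every kept cell lay on the kept genes. Kept cells had a median of 8853 genes detected and removed cells of 3859, with median total counts of 1890168 and 470230. The paper's text does not name the limits used. Cells no more than 3 median absolute deviations below the median of log10 total counts and of log10 genes detected, taken over all captured cells, were the same 926 cells that the authors kept. Taken within each population instead, the same limit kept 965 cells. That moved 3 populations most, with 92.0% of E10.5 primitive erythroid cells, 100% of macrophages and 93.8% of E10.5 endothelial cells kept.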

The scran R package (doi:10.18129/B9.bioc.scran) was used to normalise the matrix using computeSumFactors function, and cpm values were generated using calculateCPM function. Multiple dimensionality reduction techniques were applied in order to check that results were robust—including TSNE, PCA, UMAP and more, across a range of parameters. The results shown here were obtained using the python umap package, with n_neighbors=40 and min_dist=0.8. 

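The copy of Supplementary Data 3 examined here held the first 871 ranked genes of 8 populations, so no list as a whole was tested. For the first 5 genes of each population, the share of cells with the gene and the log2 ratio of mean CPM + 1 against all other cells were computed. The 40 genes were found in 95.7% to 100% of the cells of their population, with log2 ratios from 0.70 to 5.36. The first gene was *Gpc3* at E7.25 (1638 CPM against 116 in all other cells, log2 ratio 3.80) and *Mdk* at E7.75 (270.4 against 67.0, 2.00). For E8.5 endothelium it was *Gap43* (279.8 against 16.6, 3.99). These genes were ranked on the same cells, so their levels are not independent evidence.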

Marker genes for each sorted population (Supplementary Data 3) were obtained using Scanpy’s rank_gene_groups method, using “Wilcoxon” as the method parameter. Heatmaps were generated using Morpheus software (https://software.broadinstitute.org/morpheus/).

##### General statistical analyses (outside scRNA-seq data)

Prism 7 (GraphPad) was used for data analysis and graph production. Data represented as mean ± standard deviation (SD), and analysed using Student’s t-test (two-way, unpaired). One-way ANOVA (using Tukey’s *P* value adjustment) was used for multiple comparisons. Differences were considered statistically significant when *p* < 0.05, designation of ‘ns’ indicates differences were not significant. * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001, **** = *p* < 0.0001. ‘*n’* was used to designate the number of independent experiments.

##### Construction of the *LoxCode* mouse

The *LoxCode* construct was assembled using degenerated oligonucleotides containing a high diversity of element sequences that were sequentially clone into pBlueScriptIISk. Sequencing revealed that all barcode elements differed from at least 2 nucleotides in either orientation. The *LoxCode* mouse was created using CRISPR technology. Cas9-gRNA ribonucleoproteins (guide RNA sequence: 5′-CTCCAGTCTTTCTAGAAGAT-3′) and a circularised vector (pBlueScriptIISk backbone) containing the *LoxCode* cassette were injected into C57BL/6J oocytes before reimplantation into pseudopregnant females. Pups were screened by PCR for presence of the insertion. Sanger sequencing was performed to confirm the *LoxCode* sequence. The *LoxCode* line was bred to homozygosity on a C57BL/6 background. For distribution of *LoxCode* mice, contact corresponding authors.

##### *LoxCode* control experiments

Granulocyte-Macrophage Progenitors from an adult *LoxCode*/*Rosa26*ERT2Cre were transduced with pMSCV-IRES-YFP construct containing the *MLL-AF9* fusion gene (REF: https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2936245/) and transplanted into a Ly5.1 mouse to induce Acute Myeloid Leukaemia (AML). When the leukaemic burden (YFP) in the peripheral blood reached >25%, mice were culled via cervical dislocation and bone marrow cells were harvested and subjected to 1 h of 4-hydroxytamoxifen (4-OHT, Sigma-Aldrich) exposure in vitro (100 nM) followed by three washes. After 48hrs of recovery, single barcoded AML cells were sorted in 96 well plates and expanded. DNA samples were analysed by PCR to assess recombination. Two pools containing various numbers of cells from 11 clones were sorted and analysed: Pool 1 (1, 2, 8, 64, 128, 256, 2564, 4096, 8192, 17456, and 32768 cells) and Pool 2 (1, 4, 8, 128, 256, 512, 3106, 4096, 8272, 16384, and 32768 cells). In two independent 65,535 cell pools, we detected four barcoded cells added per pool but not one or two cells per pool. This means that to detect all barcoded cells in a sample, the barcode frequency must be ≥ 1 in 16,000 cells (Supplementary Data 4). As these experiments were done with purified clones, they were used to set up detection thresholds and removal of potential PCR artefacts (Supplementary Fig. 4c). They were also used to screen barcodes size classes regarding linearity of output (sequenced barcodes) versus input (inputed number of cells) (Fig. 2c).

##### Isolation of barcoded populations

Embryos were generated by crossing *LoxCode*/*LoxCode* mice with *Cdh5*ERT2Cre/+ or *Rosa26*ERT2Cre/*Rosa26*ERT2Cre mice. Noon of the day a vaginal plug was found was counted as E0.5. Barcoding was induced by injection of 4-OHT between E6.5 and E8.5 following a protocol optimised for each line for maximum informative barcode recovery: *Cdh5*ERT2Cre crosses—intraperitoneal injection of 300 μg/mouse of 4-OHT (dissolved in corn oil, Sigma-Aldrich); *Rosa26*ERT2Cre crosses: intravenous injection of 100 μg of 4-OHT (dissolved in KolliPhor, Sigma-Aldrich)^74^. Induced mice were kept in separate cages to prevent untimely induction via tamoxifen shedding. Yolk sac or head cell populations were recovered at E10.5. Concepti were dissected out of the uterus in (37 °C 7% Fetal Calf serum, DPBS with Ca^2+^ and Mg^2+^) and rinsed three times in this buffer. The umbilical cord was pinched and cut beneath the placenta and the embryo and yolk sac transferred to a clean dish of (37 °C 7% Fetal Calf serum, Ca^2+^/Mg^2+^-free DPBS, FACS buffer). The yolk sac was dissected with scissors (avoiding pulling on the tissue to preserve endothelial cells) and the embryo quickly moved to a fresh plate. The yolk sac and blood spilled from the umbilical cord were collected. Embryos were screened for normal development and heartbeat, staged by general morphology and somites counts and used for genotyping before sorting. For head macrophage (microglia) purification, heads were dissected after embryo scoring. Yolk sac and head samples were rinsed in DPBS and dissociated enzymatically with Liberase (100 μg/ml in Ca^2+^/Mg^2+^-free DPBS) for 12 min at 37 °C. The reaction was stopped by adding 2 ml of cold FACS buffer and immediate centrifugation. Samples were resuspended in 1 ml of FACS buffer with 2.5 mM EDTA, incubated for a few minutes on ice to weaken cell adhesion further, and mechanically dissociated with a P1000 pipetman. Samples were filtered through a 40 μM nylon mesh, centrifuged, and resuspended for antibody labelling. Antibodies were purchased from Biolegend (PDGFRA (APA5), PECAM (390), CX3CR1 (SA011F11)), Invitrogen (CD41 (eBioMWReg30)) or made in-house (Ter119) and CD45 (30-F11). After antibody staining (1 h, 4 °C), cells were washed and counterstained with 7AAD (Invitrogen) for dead cell exclusion. Cells were sorted on an Aria Cell Sorter (Becton Dickinson) and collected in FACS buffer. An aliquot of cells was used to assess sample purity with a 95% threshold (Supplementary Data 5), and the remainder was immediately centrifuged after sort. Cell pellets were lysed with 100 μg/ml Proteinase K in proteinase K buffer, digested for 2 h at 56 °C, inactivated for 1 h at 85 °C and 5 min at 95 °C. Lysates were maintained at −20 °C until library preparation.

##### *LoxCode* library preparation

*LoxCode* DNA was amplified by PCR using primers complementary to *LoxCode* flanking arms (5′-TCTAGAGGATCCCCGGGTACCGA−3′ and 5′-TGATCCGCGCCTGGATGAAT−3′) with the following programme (98 °C 2 min, 22× (98 °C 20 s, 65 °C 20 s, 72 °C 30 s)). Illumina sequencing primers, a stagger to increase library diversity, indexes (96 indexes/sequencing lane), and P5/P7 flow cell adapters were introduced in 2 subsequent 5-cycle PCR steps (98 °C 2 min, 5× (98 °C 20 s, 70 °C 20 s, 72 °C 30 s)), designed following Illumina guidelines. Additional 5-cycles of amplification were performed using phosphorothioated P5 (5′-A*A*T*GATACGGCGACCACCGAGATCTA*C*A*C-3′) and P7 (5′-C*A*A*GCAGAAGACGGCATACGA*G*A*T-3′) primers to ensure long term storage. PCR Primers were removed and barcodes with more than one element size-selected after each step using NGS Magnetic-bead clean up (Mackery-Nagel). Libraries were quantified on a Tapestation (Agilent), pooled, and sequenced using Illumina MiSeq kits (600 cycles).

##### Analysis of the *LoxCode* sequencing data

All analyses were carried out using custom C++ and R scripts (available on request). Raw paired-end dual-indexed sequencing data was demultiplexed into individual samples. For each sequence, *LoxCode* elements (stereotypical in position) were extracted and aligned to those of the original cassette. To compute the minimal number of recombination steps necessary to make each *LoxCode* (complexity), a reference table with all possible combinations was created. For this, a simulation of all possible recombinations (excisions and inversions) of the original *LoxCode* construct was carried out, assuming a 82 bp minimal distance between loxP sites^75^. The resulting barcodes were stored and attributed a complexity of one. In a second step, all entries of this table were subjected to the same process. Barcodes generated in that way already present in the table were discarded, while new barcodes were added and attributed a complexity of two. This process was repeated 15 times until no new barcodes were generated, establishing the minimum number of recombination events needed to create any specific barcode and an expected theoretical diversity of 30,204,722,030 barcodes^38^. The usage of paired-end MiSeq2 600 cycles kits only allowed the sequencing of 12 out of 13 elements. *LoxCodes* with less than 13 elements (the vast majority of barcodes) were sequenced in full with this protocol. For 13-element *LoxCodes*, the sequence and orientation of the middle element was inputed from its surrounding elements, assuming a minimal number of recombination steps.

To exclude barcodes that could be illegitimate or made independently in two cells of the same embryo, barcoding data was processed following the flowchart on Supplementary Fig. 5: barcodes not conforming to the expected structure or with limited diversity (1-element, 13-element unrecombined barcodes) were removed. Barcodes potentially resulting from PCR artefacts (Supplementary Fig. 4c) were filtered out if their reads represented less than 10% of those of all their potential parents combined (ie any barcode containing all the elements of the potential offspring barcode). A detection threshold of 100 reads was used to remove sequencing errors and potential contamination. Illegitimate barcode filtering and detection thresholds were determined using control experiments described above. Remaining (legitimate) barcodes were normalised for reads per cell across each dataset. As some barcodes were detected in all or many embryos, this raised the possibility of repeat barcode generation in independent cells. We found that barcode classes defined by length and complexity had various inherent combinatorial diversity (Fig S5 Box 1) and that high diversity (>2000 possible combinations) classes had a higher chance of being unique to one embryo in our first two datasets (11 embryos) (Supplementary Fig. 5 Box 2). We used this information to filter for barcodes with the highest probability of clonality: belonging to length/complexity classes with the highest diversity and likelyhood to be detected in one embryo only (coloured orange in Supplementary Fig. 5) and uniquely detected in each dataset analysed. Barcodes passing all filtering steps were termed informative barcodes. Heatmaps were generated using Heatmap.2 (gplots R package). Barcode behaviour (display of number of barcodes with a given behaviour per experiment) and biomass (% of cells of a given lineage deriving from ancestors with a particular fate) analyses were generated using custom R scripts. For biomass analysis, only 5–9 elements barcodes were included, as 1–3 and 13 elements barcode frequencies were affected by beads clean-up, PCR, and sequencing biases. Total numbers of barcodes generated in each experiment as shown in Supplementary Data 8.

##### Duration of barcode formation after 4-OHT administration

Embryos were generated by crossing *LoxCode*/*LoxCode* or *LoxCode*/*+* mice with *Rosa26*ERT2Cre/*Rosa26*ERT2Cre mice. Noon of the day, a vaginal plug was found was counted as E0.5. Barcoding was induced by injection of 100 μg of 4-OHT (dissolved in KolliPhor, Sigma-Aldrich) at E6.5 by intravenous injection. Whole concepti were collected 1, 6, 12, and 24 h after induction, and yolk sacs only after 48 and 120 h. 8–14 embryos were collected for each timepoint. Samples were processed as described above and sequenced on MiSeq using a 600 cycles kit. Barcode sequences and complexity were extracted as previously described. For each embryo, the proportion of reads or barcodes dedicated to quantifiable (complex) barcodes was determined.

##### 10× Genomics scRNA-Seq dataset

Populations of interest were individually purified from a pool of 33 C57BL/6 E10.5 embryos by flow cytometry (Supplementary Data 1), as described on Supplementary Fig. 4d. To enable the identification of the population of origin, each population was labelled with a distinct MultiSeq hashtag (^76^). 17,000 cells were loaded on the 10× Genomics Chromium system. 13,780 cells were identified using CellRanger. A high quality 7316 cells dataset was obtained after screening for transcriptome quality (>3000 UMI, >1000 features, <5% mitochondrial transcripts) and excluding cells with inconclusive hashtag calls or multiplets. Transcriptomes were scaled using ScTransform. Seurat clusters were identified and annotated using DE gene lists. Good correlation was found between hashtag call and transcriptional identity. In particular, >97% of cells purified as Mes belonged to the mesenchymal cluster (Fig. 5a–c). Others were most likely sorter errors or uncalled doublets. Cells belonging to the mesenchymal cluster were re-scaled and clustered for further identification. Aside from endothelial, haematopoietic, and mesenchymal populations, a small number of extraembryonic endodermal cells were identified (19 cells, cluster 22, Fig. 5a). The majority of those cells were labelled with an endothelial hashtag, most likely due to autofluorescence in the BV421 channel (CD31). Those cells, known to diverge from the epiblast lineage at E4.5^77,78^, represent a minimal (<4%) contamination of the endothelium, with no ancestral relationship to any of the followed populations in the frame of these experiments, and would therefore appear as endothelium only-barcodes in these experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Software 1

Supplementary Software 2

Reporting Summary

## Data Availability

The Fluidigm scRNA-Seq dataset of E7.25 - E10.5 yolk sac lineages have been deposited in NCBI’s Gene Expression Omnibus under accession code GSE164336. The 10X scRNA-Seq dataset of E10.5 yolk sac lineages have been deposited in NCBI’s Gene Expression Omnibus under accession code GSE204896. Differential expression analysis of scRNA-Seq has been provided in Supplementary Data 3, 6, and 7. *LoxCode* mice and/or raw or processed data presented in this manuscript will be made available on request.

# Supplementary material for: In vivo clonal tracking reveals evidence of haemangioblast and haematomesoblast contribution to yolk sac haematopoiesis
**Source:** Nat Commun. 2023 Jan 3;14:41. doi: 10.1038/s41467-022-35744-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Biben *et al*/ Supplementary Information**

### **Supplementary Software captions**

**Supplementary Software 1.** Interactive 3D UMAP of single-cell RNA-Seq data with cells coloured according to lineage immunophenotype (html file that can viewed in a web browser).

**Supplementary Software 2.** Interactive hybrid 3D UMAP of single-cell RNA-Seq data coloured according to lineage immunophenotype or transcriptional cluster (html file that can viewed in a web browser).

## Supplementary Figures

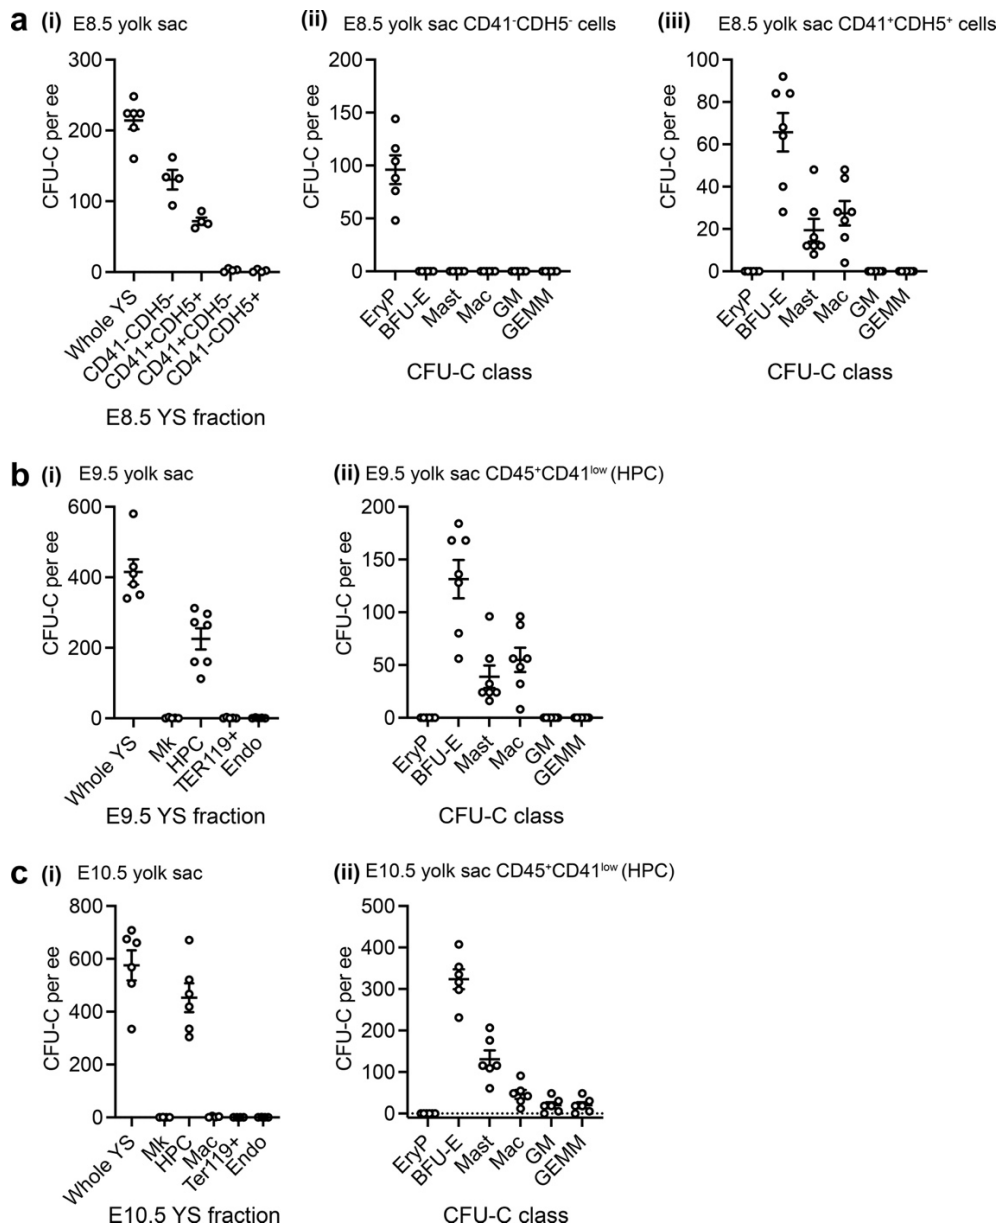

**Supplementary Fig. 1: Immunophenotypic distribution of Colony Forming Unit - Cell (CFU-C) activity in E8.5 – E10.5 yolk sacs.**

**a, (i)** CFU-C distribution in one embryo equivalent (ee) of E8.5 yolk sac (YS) from whole or FACS purified populations. Distribution of CFU-C class in CD41-CDH5- (ii) and CD41+CDH5+ (iii) cells from E8.5 YS. Experiments were performed on pooled embryos (between 4 – 8 embryos per pool),  $n = 4 - 6$  independent pools performed over 4 – 6 experimental days. Bars represent mean  $\pm$  SEM.

**b,** (i) CFU-C distribution in one embryo equivalent (ee) of E9.5 yolk sac (YS) from whole or FACS purified populations. Distribution of CFU-C class in CD45+CD41low (ii) cells from E9.5 YS. Experiments were performed on pooled embryos (between 4 – 10 embryos per pool),  $n = 4 - 7$  independent pools performed over 4 – 6 experimental days. Bars represent mean  $\pm$  SEM.

**c,** (i) CFU-C distribution in one embryo equivalent (ee) of E10.5 yolk sac (YS) from whole or FACS purified populations. Distribution of CFU-C class in CD45+CD41low (ii) cells from E10.5 YS. Experiments were performed on pooled embryos (between 4 – 8 embryos per pool),  $n = 4 - 6$  independent pools performed over 4 – 6 experimental days. Bars represent mean  $\pm$  SEM.

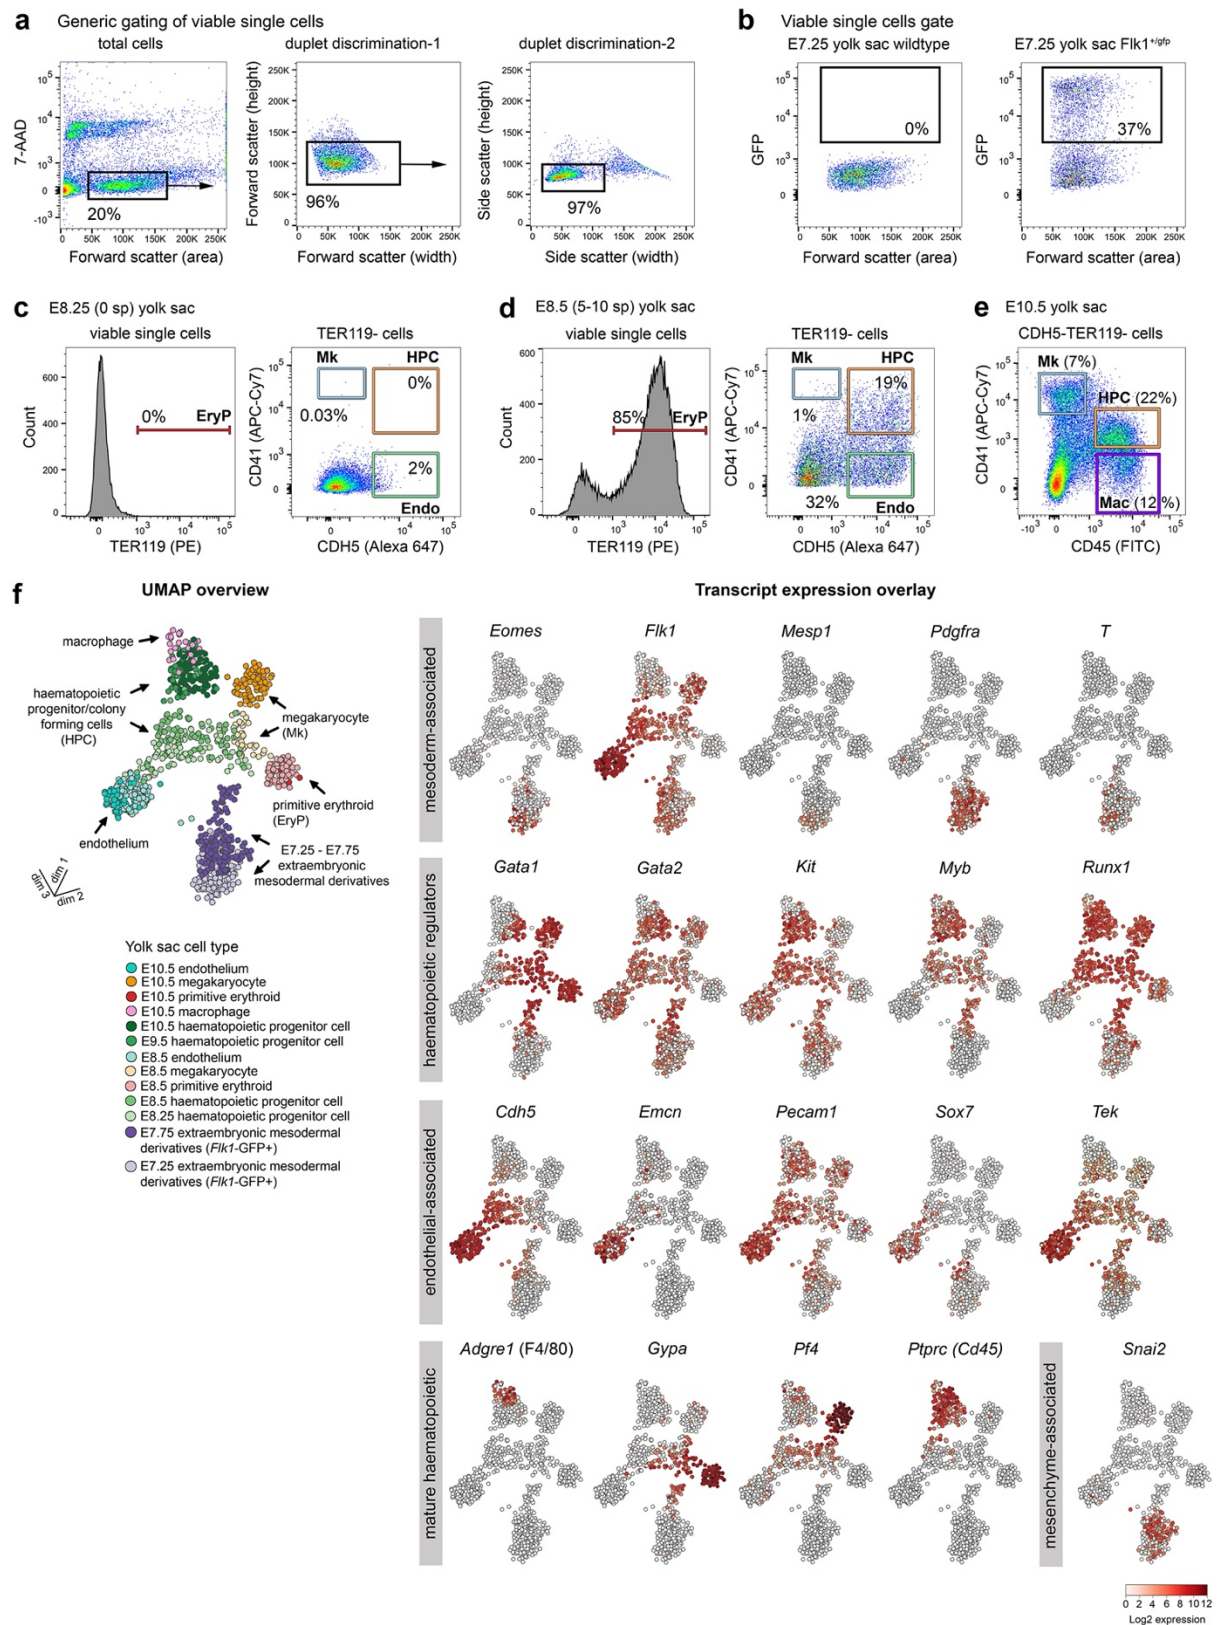

**Supplementary Fig. 2: Flow cytometry gating strategies used to identify lineages used for scRNA-Seq expression profiling.**

**a**, Gating strategy used to select for viable (7-AAD-) single cells for flow cytometric analysis and sorting.

**b**, Gating strategy used to identify *Flk1*-GFP+ cells from viable single cells suspensions of E7.25 and E7.75 yolk sac. Representative examples shown are from E7.25 yolk sacs ( $n = 12$  independent experiments, comprised of yolk sacs from 5 – 15 embryos per experiment).

**c – e**, The E8.5 yolk sac contains three identifiable haematopoietic lineages (EryP, Mk, and HPC)<sup>1</sup> and the endothelium (Endo). These lineages can be identified according to the differential expression of TER119, CDH5 (also known as VE-CADHERIN), and CD41<sup>1-4</sup>. Although Mac-associated genes can be detected at E8.5<sup>5</sup>, the lineage is not prominent until E10.5. By E10.5, haematopoietic lineages are resolved using a combination of TER119, CD41, and CD45 expression. Thus, between E7 – E10.5, five discrete haematopoietic or endothelial lineages emerge (Endo, EryP, Mk, HPC, and Mac). Shown in the gating strategy used to identify EryP, Endo, Mk, Mac, and HPC lineages from the yolk sac at E8.25 (**c**,  $n = 12$ ), E8.5 (**d**,  $n = 11$ ), and E10.5 (**e**,  $n = 9$ ). Examples shown derive from the analysis of pooled yolk sac (7 – 20 tissues per pool).

**f**, Expression of key lineage-associated gene expression overlaid on UMAP plot of scRNA-Seq data. 

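The genes overlaid on the UMAP were read per sorted population. *Eomes* was found in 78.2% of E7.25 cells (106 CPM) and in 10.0% of E7.75 cells (2.04 CPM), and in 0 of 79 E8.5 endothelial cells, which allows a share of up to 3.80%. *Snai2* rose from 27.2% to 67.1% of cells between E7.25 and E7.75 (12.2 to 68.1 CPM) and was found in 23.0% of E10.5 endothelial cells. *Sox7* was found in 42.9% and 18.6% of cells at these stages, in 59.5% of E8.5 endothelium and in 73.8% of E10.5 endothelium. *Emcn* was found in 96.7% of E10.5 endothelium (687 CPM) and in 2.86% of E7.75 cells. *Ptprc*, which encodes the CD45 used in the gates, was found in 100% of macrophages (579 CPM), 95.4% of E10.5 HPCs (294 CPM) and 24.7% of E8.5 HPCs, and in no E7.25 or E7.75 cell, which allows shares of up to 2.04% and 2.14%. *Adgre1* was found in 100% of macrophages (239 CPM), in 37.9% of E10.5 HPCs (43.4 CPM) and in no megakaryocyte of E8.5 or E10.5, which allows shares of up to 8.11% and 4.11%. *Pf4* was found in 83.8% of E8.5 megakaryocytes (163 CPM), in 77.5% of E8.5 HPCs (41.5 CPM) and in 76.0% of macrophages (60.3 CPM).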

Examples shown are of mesoderm-associated genes (*Eomes*, *Flk1*, *Mesp1*, *Pdgfra*, and *T*), key haematopoietic transcription factors (*Gata1*, *Gata2*, *Kit*, *Myb*, and *Runx1*), endothelial-associated genes (*Cdh5*, *Emcn*, *Pecam1*, *Sox7*, and *Tek*), mature haematopoietic lineage genes (*Adgre1*, *Gypa*, *Pf4*, and *Ptprc*), and the mesenchyme-associated gene *Snai2*. The observed patterns of gene expression bench mark the quality of the dataset.

Endo (endothelium), EryP (primitive erythroid), Mk (megakaryocyte), HPC (haematopoietic progenitor/colony forming cell), Mac (macrophage).

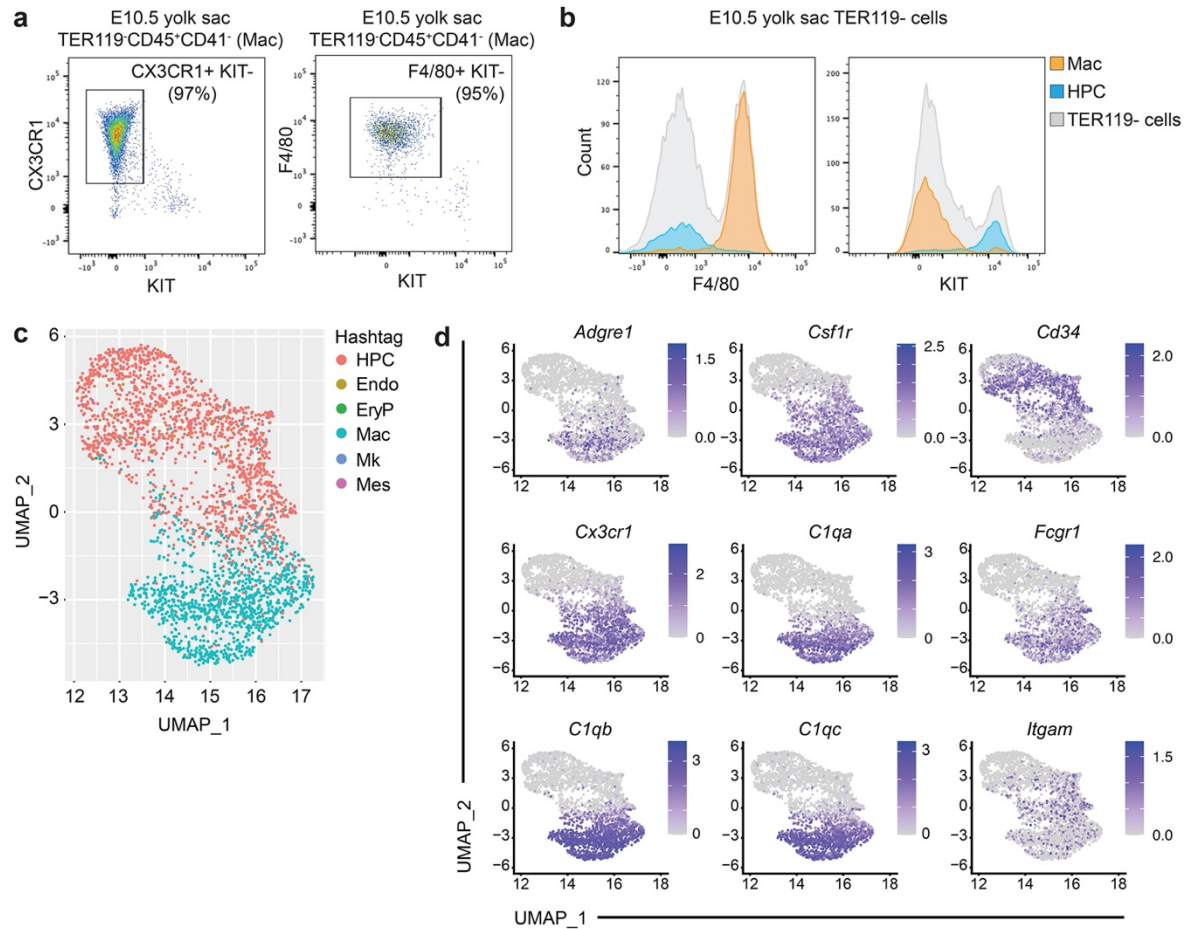

**Supplementary Fig. 3: E10.5 yolk sac HPC and macrophage populations.**

**a**, CX3CR1 and F4/80 detection by flow cytometry on the E10.5 yolk sac Mac (TER119<sup>+</sup> CD45<sup>+</sup> CD41<sup>-</sup>) population.

**b**, F4/80 and KIT detection by flow cytometry on E10.5 yolk sac Mac (TER119<sup>+</sup> CD45<sup>+</sup> CD41<sup>-</sup>) and HPC (TER119<sup>+</sup> CD45<sup>+</sup> CD41<sup>+</sup>) populations.

**c and d**, Single cell RNAseq (10X, see Figure 5) on E10.5 yolk sac HPC and Mac populations: **(c)** Hashtag (population of origin) of HPC and Mac populations, note that very small numbers of cells with Endo, EryP, Mes, and Mk hastags are found intermixed with the Macs and HPCs.

**(d)** Macrophage differentiation markers expression in HPC and Mac subsets.

Endo (endothelium), EryP (primitive erythroid), Mk (megakaryocyte), HPC (haematopoietic progenitor/colony forming cell), Mac (macrophage), Mes (Mesenchyme).

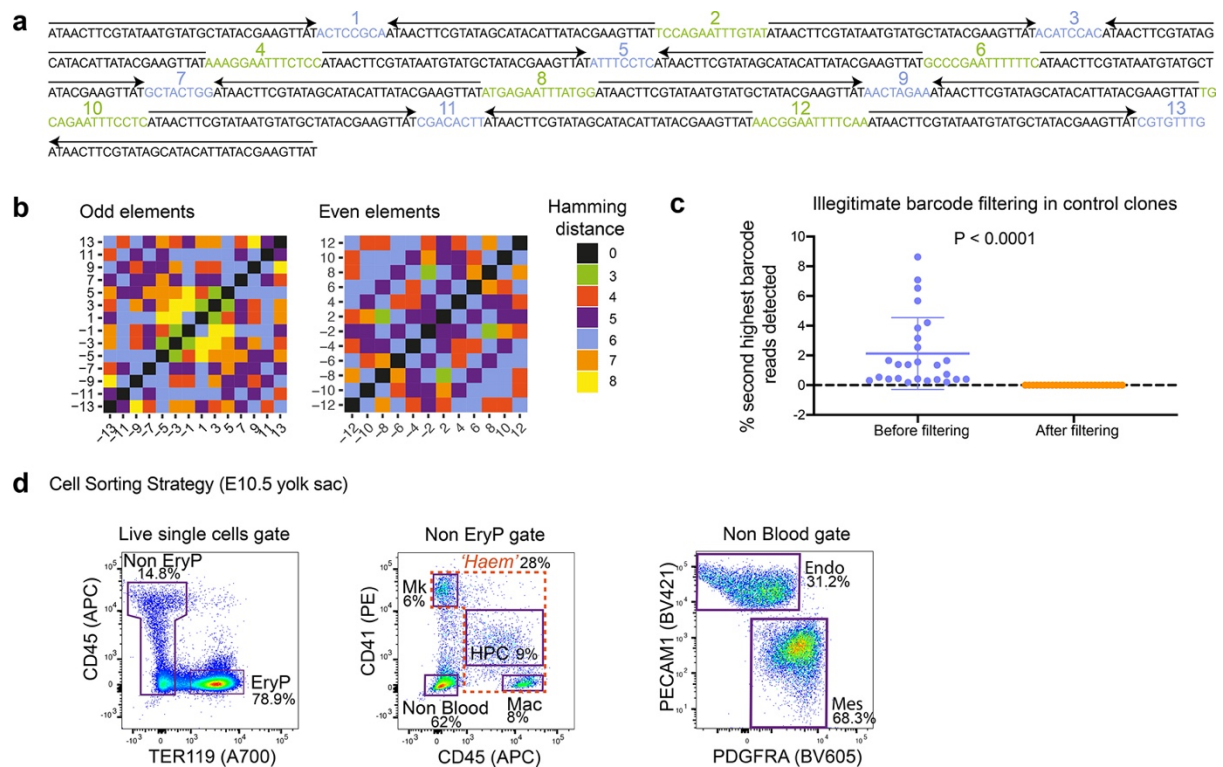

**Supplementary Fig. 4: Sequence and technical testing of the *LoxCode* construct.**

**a**, *LoxCode* construct sequence. LoxP sites (arrows). Odd (8bp) and even (14bp) elements are indicated.

**b**, Hamming distances (number of nucleotide differences) between sequences of odd or even elements in either orientation. All elements have a Hamming distance >2 in either direction ensuring robust identification following sequencing.

To assess the accuracy, sensitivity and linearity of barcode detection, control experiments were performed with barcoded *LoxCode/Rosa26CreERT2* AML clones. After *in vitro* exposure to 4-OHT, single AML cells were sorted into individual wells and expanded *in vitro* yielding clonal lines that were sequenced for barcode identification (**c**) or pooled in known proportions to assess sensitivity and linearity of barcode detection in a pool (**d**).

**c**, Proportion of reads from the second more highly detected barcode (the first one being the seeded barcode) in control clones before and after illegitimate barcode filtration. Illegitimate barcodes detected in these samples were derived from the seeded barcode and never exceeded 10% of the "parental" barcode.  $n = 30$  independent barcode libraries. Bars, mean  $\pm$  SD. Data were analyzed using unpaired two-tailed t-test. Exact p-value is shown.

**d**, Cell sorting strategy for E10.5 yolk sac mesoderm derivatives.

Endo (endothelium), EryP (primitive erythrocyte), Mk (megakaryocytes), HPC (Haematopoietic Progenitor/Colony forming cell), Mac (macrophage), *Haem* group (Mk + HPC + Mac), Mes (mesenchyme).

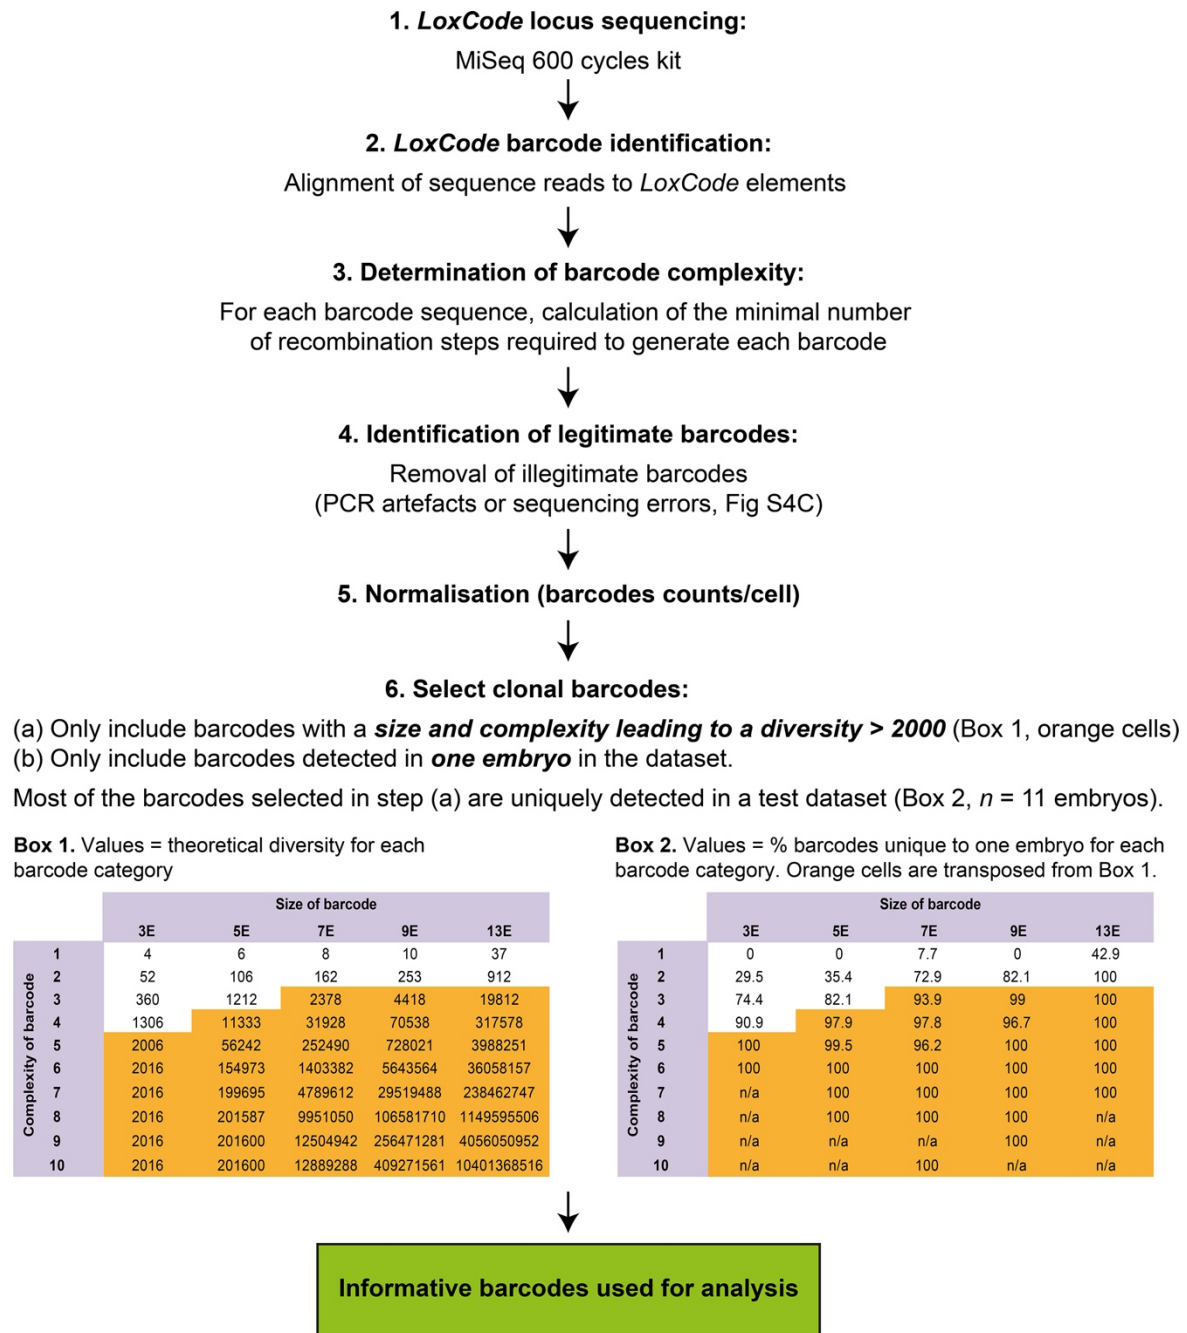

**Supplementary Fig. 5: *LoxCode* analysis pipeline: identification of informative barcode sequences.**

After determining the purity of collected cells (Table S5), *LoxCode* libraries were generated from genomic DNA and sequences were retrieved using Illumina next-generating sequencing. After stringent sequence filtering, barcode reads were normalised per cell. The minimal number of recombination steps required to generate each barcode from the original 13 element cassette was determined (see *Methods* for complexity calculation). Because low complexity barcodes were detectable in most samples, barcode size and complexity were correlated with their likelihood of

detection in independent embryos. To ensure the stringency and reasonable barcode recovery, we imposed the following criteria: only barcodes from reliable barcode classes (orange boxes) and only detected in one embryo per dataset were considered to be informative. Only informative barcodes were used for downstream analyses.

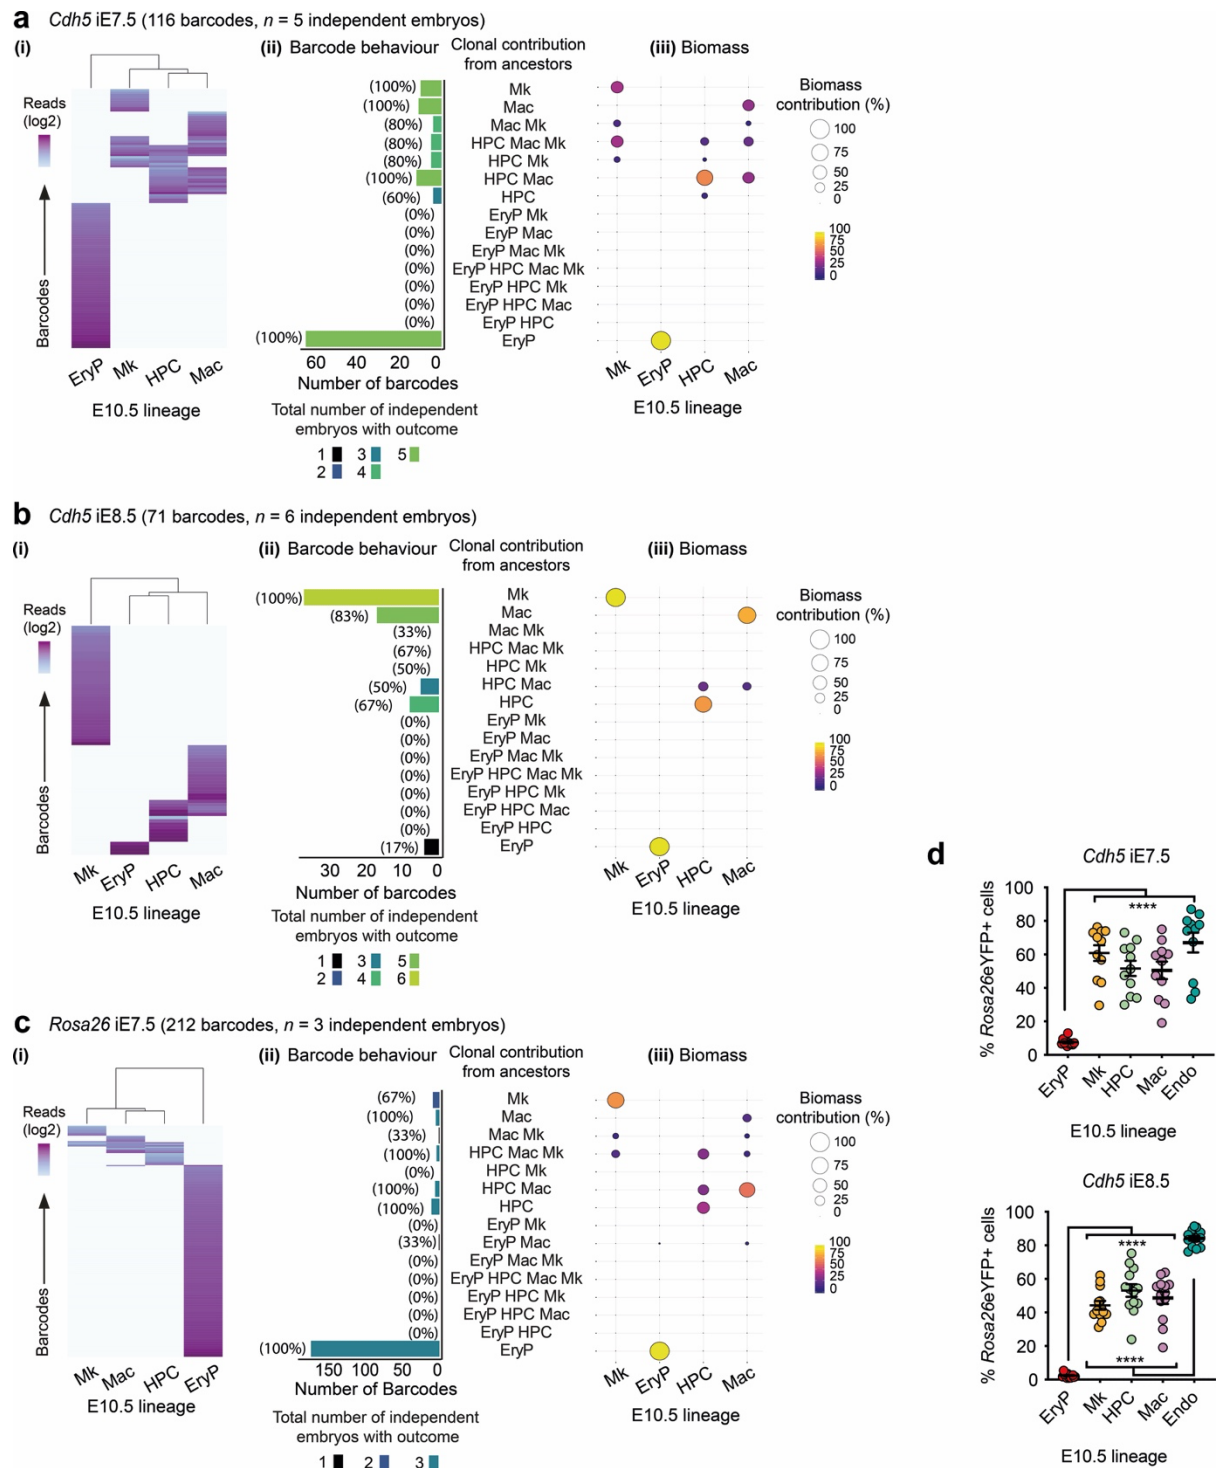

**Supplementary Fig. 6: Relationship between EryP and other yolk sac haematopoietic lineages.**

**a**, Induction of barcode formation at E7.5 using *Cdh5*iCre (116 barcodes,  $n = 5$  embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was

observed. (iii) Summary of contribution to the biomass of E10.5 yolk sac haematopoietic lineages biomass (based on 5 – 9 element barcodes [113 barcodes]).

**b**, Induction of barcode formation at E8.5 using *Cdh5iCre* (71 barcodes,  $n = 6$  embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the biomass of E10.5 yolk sac haematopoietic lineages biomass (based on 5 – 9 element barcodes [58 barcodes]).

**c**, Induction of barcode formation at E7.5 induction using *Rosa26iCre* (212 barcodes,  $n = 3$  embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the biomass of E10.5 yolk sac haematopoietic lineages biomass (based on 5 – 9 element barcodes [211 barcodes]).

**d**, Outcome of *Cdh5iCre* lineage tracking following induction with 4-OHT at E7.5 ( $n = 11$  embryos) and E8.5 ( $n = 13$  embryos). E10.5 yolk sac lineages (as immunophenotypically defined in Supplementary Fig. 1d – e) were analysed by flow cytometry. Bars, mean  $\pm$  SEM. Data were analyzed using One-way ANOVA (using Tukey's P value adjustment) was used for multiple comparisons. Exact p-values are shown.

EryP (primitive erythroid), Mk (megakaryocyte), HPC (haematopoietic progenitor/colony forming cell), Mac (Macrophage), Endo (Endothelium).

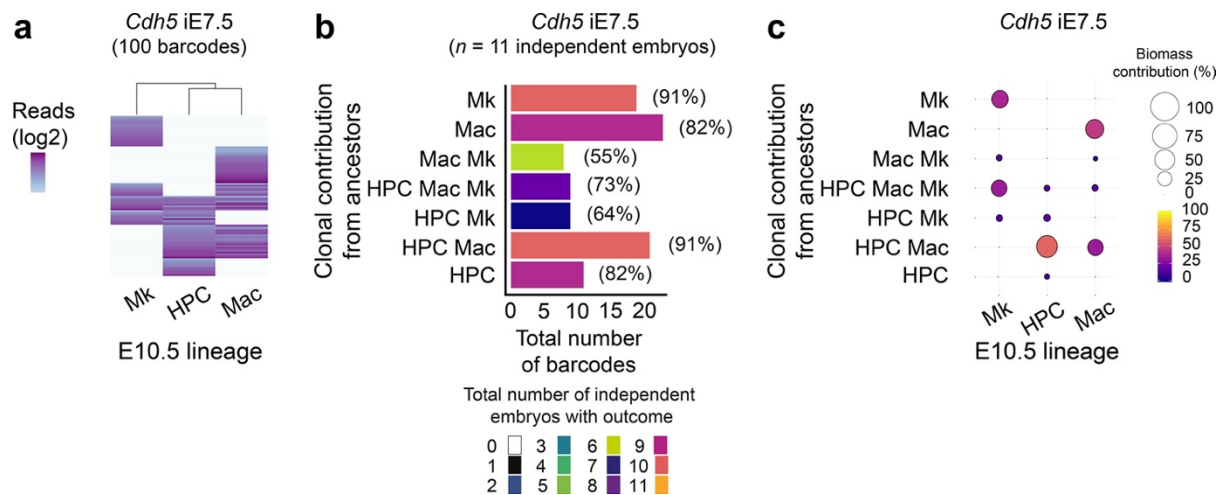

**Supplementary Fig. 7: Relationship between non-erythroid haematopoietic lineages.**

Induction of barcode formation at E7.5 induction using *Cdh5iCre*.

**a**, Heatmaps of all informative barcodes (100 barcodes,  $n = 11$  independent embryos).

**b**, Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed.

**c**, Summary of contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass (based on 5 – 9 element barcodes [82 barcodes]).

Mk (megakaryocytes), HPC (haematopoietic progenitor/colony forming cell), Mac (macrophage).

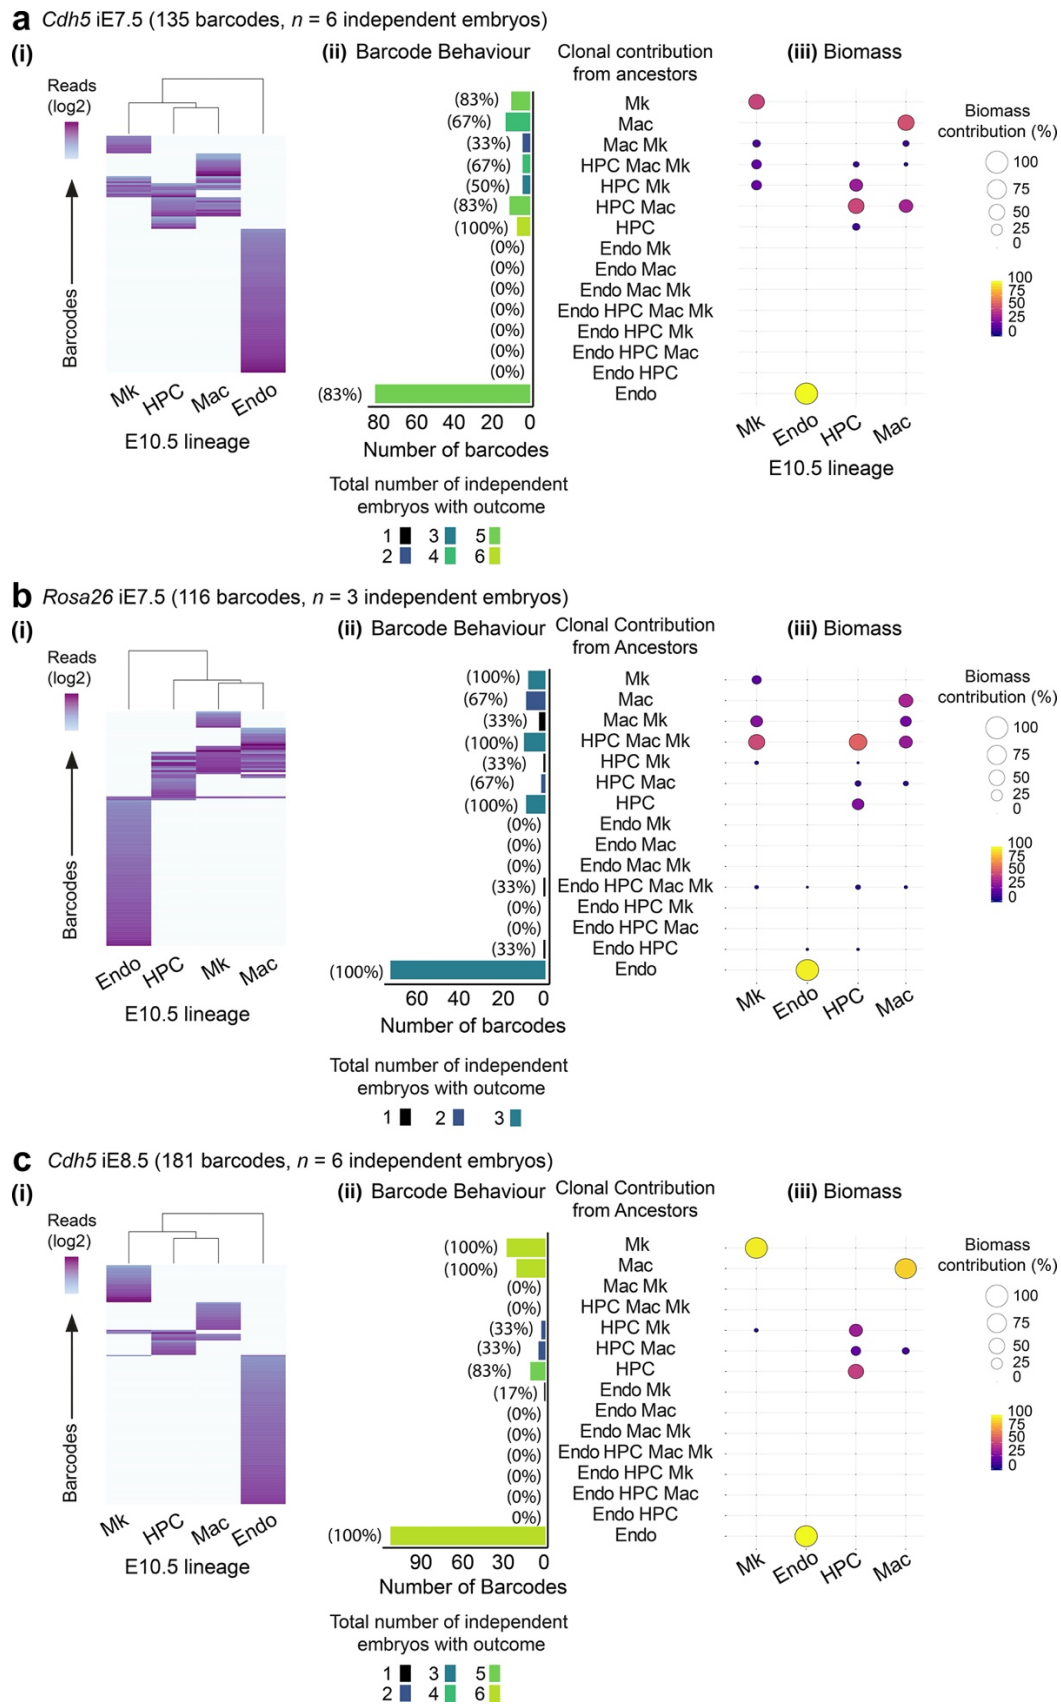

**Supplementary Fig. 8: Relationship between the Endo and *Haem* group lineages.**

**a**, Induction of barcode formation at E7.5 using *Cdh5iCre* (135 barcodes,  $n = 6$  embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass (based on 5 – 9 element barcodes [113 barcodes]).

**b**, Induction of barcode formation at E7.5 using *Rosa26iCre* (116 barcodes,  $n = 3$  embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass (based on 5 – 9 element barcodes [114 barcodes]).

**c**, Induction of barcode formation at E8.5 using *Cdh5iCre* (181 barcodes,  $n = 6$  embryos). (i) Heatmaps of all informative barcodes. (ii) Biological reproducibility of clonal outcomes. Colours represent the total number of independent embryos with the stated clonal outcome. Values in parentheses represent the percentage of independent embryos in which the clonal outcome was observed. (iii) Summary of contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass (based on 5 – 9 element barcodes [148 barcodes]).

Endo (endothelium), Mk (megakaryocytes), HPC (haematopoietic progenitor/colony forming cell), Mac (macrophage).

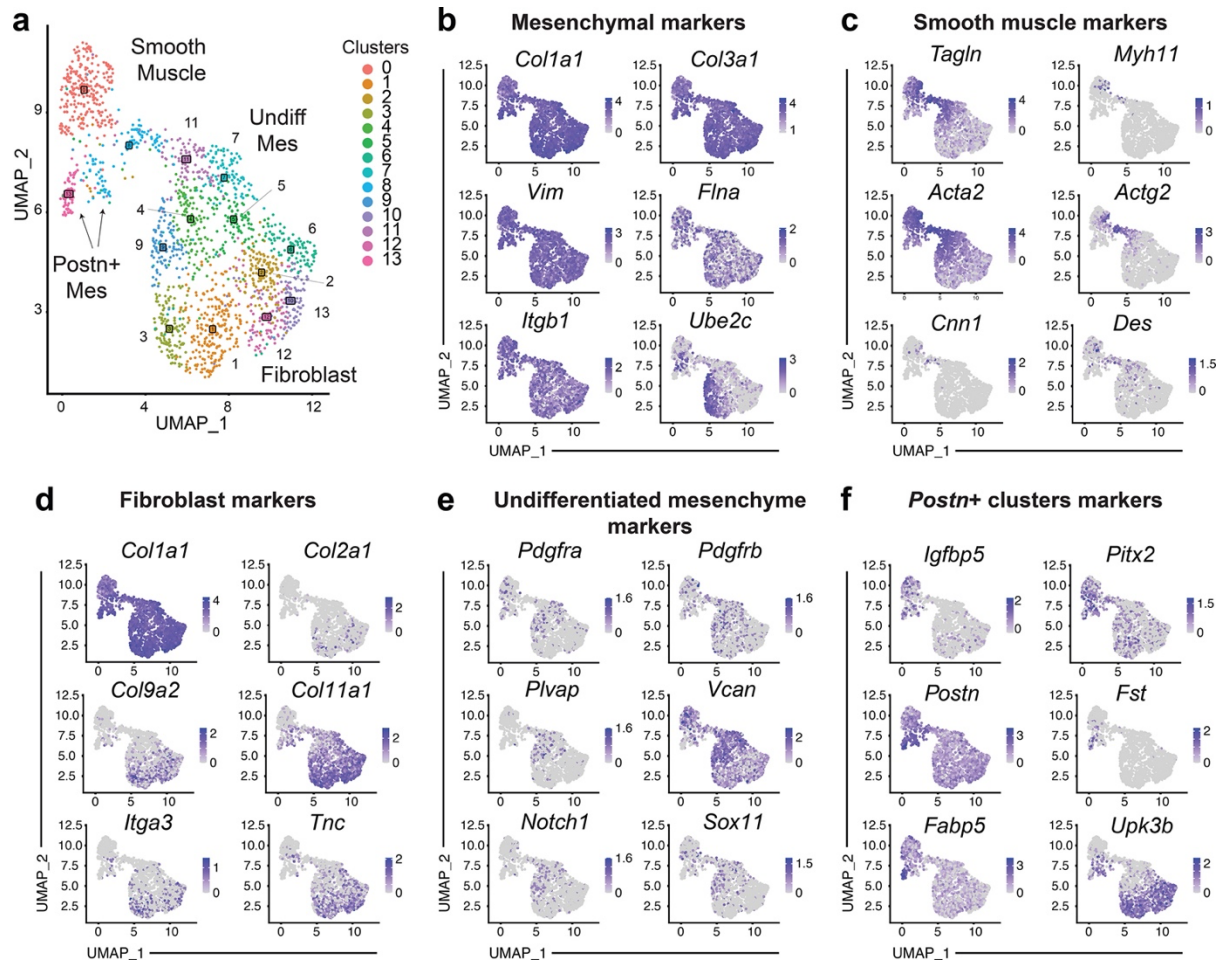

**Supplementary Fig. 9: Transcriptional identification of mesenchymal subsets in the E10.5 yolk sac.**

**a**, UMAP with mesenchyme purified from the E10.5 yolk sac. Broad cluster annotations are indicated.

**b**, Mesenchymal and cell cycle markers expression (*Col1a1*, *Col3a1*, *Vim*, *Flna*, *Itgb1*, *Ube2c*).

**c**, Smooth muscle markers expression (*Tagln*, *Myh11*, *Acta2*, *Actg2*, *Cnn1*, *Des*).

**d**, Fibroblast markers expression (*Col1a1*, *Col2a1*, *Col9a2*, *Col11a1*, *Itga3*, *Tnc*).

**e**, Undifferentiated mesenchyme (Undiff Mesenchyme) markers (*Pdgfra*, *Pdgfrb*, *Plvap*, *Vcan*, *Notch1*, *Sox11*).

**f**, *Postn*+ clusters markers (*Igfbp5*, *Pitx2*, *Postn*, *Fst*, *Fabp5*, *Upk3b*).

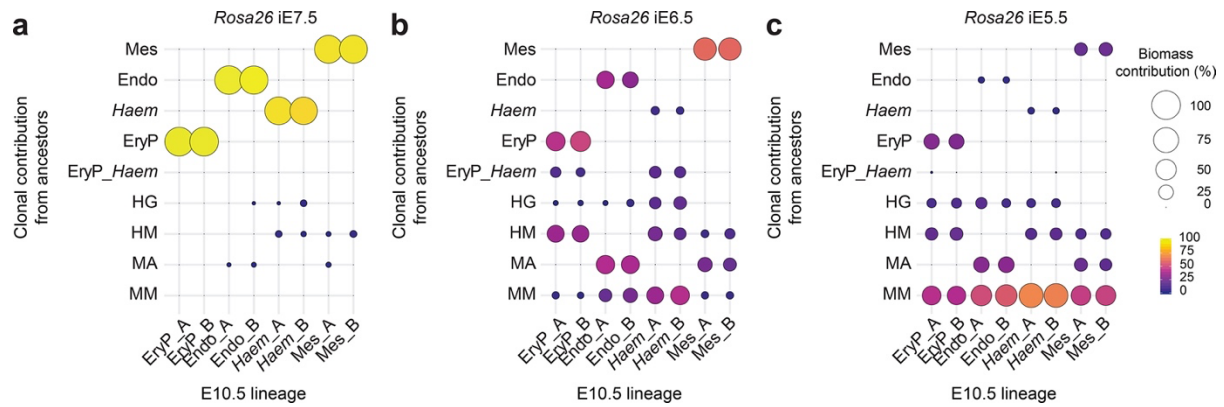

**Supplementary Fig. 10: Technical reproducibility of haemangioblast, mesenchymoangioblast, and haematomesoblast outcomes.**

**a**, E7.5 induction using *Rosa26iCre*: summary of technical replicates analyzing contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass. Based on 5 – 9 element barcodes (464 barcodes,  $n = 3$  independent embryos).

**b**, E6.5 induction using *Rosa26iCre*: summary of technical replicates analyzing contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass. Based on 5 – 9 element barcodes (280 barcodes,  $n = 9$  independent embryos).

**c**, E5.5 induction using *Rosa26iCre*: summary of technical replicates analyzing contribution to the E10.5 yolk sac non-erythroid haematopoietic lineages biomass. Based on 5 – 9 element barcodes (163 barcodes,  $n = 14$  independent embryos).

Mes (mesenchyme), Endo (endothelium), EryP (primitive erythroid), *Haem* (HPC, megakaryocyte, and macrophage), HG (haemangioblast), HM (haematomesoblast), MA (mesenchymoangioblast), and MM (multi-outcome mesoderm).

### Supplementary References

1. Potts KS, Sargeant TJ, Markham JF, et al. A lineage of diploid platelet-forming cells precedes polyploid megakaryocyte formation in the mouse embryo. *Blood*. 2014;124(17):2725-2729.
2. Mikkola HK, Fujiwara Y, Schlaeger TM, Traver D, Orkin SH. Expression of CD41 marks the initiation of definitive hematopoiesis in the mouse embryo. *Blood*. 2003;101(2):508-516.
3. Ferkowicz MJ, Starr M, Xie X, et al. CD41 expression defines the onset of primitive and definitive hematopoiesis in the murine embryo. *Development*. 2003;130(18):4393-4403.
4. Nishikawa SI, Nishikawa S, Kawamoto H, et al. In vitro generation of lymphohematopoietic cells from endothelial cells purified from murine embryos. *Immunity*. 1998;8(6):761-769.
5. Scialdone A, Tanaka Y, Jawaid W, et al. Resolving early mesoderm diversification through single-cell expression profiling. *Nature*. 2016;535(7611):289-293.

# Supplementary material for: In vivo clonal tracking reveals evidence of haemangioblast and haematomesoblast contribution to yolk sac haematopoiesis
**Source:** Nat Commun. 2023 Jan 3;14:41. doi: 10.1038/s41467-022-35744-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Antibodies used for flow cytometry/cell sorting.

File Name: Supplementary Data 2

Description: Single-cell RNA-Seq dataset information (Fluidigm).

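Supplementary Data 2 lists, for each lineage and embryonic day, the surface markers used to sort the cells, the number of cells captured and the number left after filtering. The cells after filtering equal the columns of the filtered table in each of the 13 populations. The captured cells listed there add up to more than the columns of the unfiltered table, and the populations in which the numbers differ are E7.25, E7.75, E8.25 HPC, E8.5 HPC, E9.5 HPC, E10.5 EryP, E8.5 Mk and both endothelial populations. Shares of captured cells given here use the columns of the unfiltered table.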

File Name: Supplementary Data 3

Description: Marker gene identification for E7.25 to E10.5 yolk sac mesodermal populations (Fluidigm dataset). Marker genes were identified using the Scanpy' rank\_gene\_groups method. 

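Supplementary Data 3 gives, for each population, a ranked gene name with a score, a log fold change, p-values and the share of cells with the gene. In the copy examined, the listed share followed the gene in the first column of the table and not the named gene: it equalled the share of cells with the first column's gene in 871 of 871 lines for each of the 8 populations (tolerance 0.1 percentage points) and that of the named gene in only 5 to 32 lines. Beside *Sall4* at E7.25, for example, the paper's listed share is 6.12%, while *Sall4* was found in 100% of these cells and *0610010K14Rik*, the gene of the first column, in 6.12%. The listed log fold change did belong to the named gene. It equalled, within 0.01, the log2 ratio of back-transformed means of ln(CPM + 1) for 867 to 870 of the names in each population, a scale on which *Gpc3* at E7.25 has the listed value of 6.68.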

Wilcoxon Rank Sum test was used to assess significance of differential gene expression in reference to other clusters. The adjusted p-value was based on Benjamini-Hochberg correction using all genes in the dataset.

File Name: Supplementary Data 4

Description: Estimation of the limit of barcode detection.

File Name: Supplementary Data 5

Description: E10.5 yolk sac lineage LoxCode post-sorting purity analysis.

File Name: Supplementary Data 6

Description: Marker genes for E10.5 yolk sac mesodermal populations (10X dataset). Marker genes were identified using the FindAllMarkers or FindMarkers functions of the Seurat package. Wilcoxon Rank Sum test was used to assess significance of differential gene expression in reference to other clusters. The adjusted p-value was based on Bonferroni correction using all genes in the dataset.

File Name: Supplementary Data 7

Description: Marker genes for E10.5 yolk sac for mesenchymal (Mes) populations (10X dataset). Marker genes were identified using the FindAllMarkers or FindMarkers functions of the Seurat package. Wilcoxon Rank Sum test was used to assess significance of differential gene expression in reference to other clusters. The adjusted p-value was based on Bonferroni correction using all genes in the dataset.

File Name: Supplementary Data 8

Description: Numbers of LoxCode barcode detected in experimental groups according to Cre-driving mouse line, developmental stage of induction, and E10.5 lineages investigated.

File Name: Supplementary Software 1

Description: Interactive 3D UMAP of single-cell RNA-Seq data with cells coloured according to lineage immunophenotype (html file that can be viewed in a web browser).

File Name: Supplementary Software 2

Description: Interactive hybrid 3D UMAP of single-cell RNA-Seq data coloured according to lineage immunophenotype or transcriptional cluster (html file that can be viewed in a web browser).

# Supplementary material for: In vivo clonal tracking reveals evidence of haemangioblast and haematomesoblast contribution to yolk sac haematopoiesis
**Source:** Nat Commun. 2023 Jan 3;14:41. doi: 10.1038/s41467-022-35744-x
**Supplement:** Supplementary file 13 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

##### Sequencing data:

- bc2fastq (Illumina) to make the fastq files
- custom LoxCode code for extracting the barcodes from the raw data and making the .rds files (LoxCodes, number of reads, first detection, barcode length, barcode complexity, metadata re-sample)
- custom R code to extract data from the .rds file and analyse barcode distribution and reads.

#### Data analysis

Single cell RNA sequencing dataset: The fastq files were aligned to Ensembl mouse genome version 84 using Rsubread package (doi:10.18129/B9.bioc.Rsubread). The featureCounts function from the same package was used to generate counts matrix summarised at the gene level. Starting from 1073 samples at this stage, the scater package (doi:10.18129/B9.bioc.scater) in R was then used to filter out outlier samples and genes to produce a matrix with 926 samples and 15,967 genes. Then the scran package (doi:10.18129/B9.bioc.scran) from R was used to normalise the matrix using computeSumFactors function, and cpm values were generated using calculateCPM function. Multiple dimensionality reduction techniques were applied in order to check that results were robust - including TSNE, PCA, UMAP and more, across a range of parameters. The results shown here were obtained using the python umap package, with n\_neighbors=40 and min\_dist=0.8. K-means clustering was used to create 20 clusters from the UMAP projection in 3 dimensions. Differentially expressed genes between relevant clusters were obtained using edgeR package (doi:10.18129/B9.bioc.edgeR) in R. GO terms analysis was carried out using PANTHER (<http://geneontology.org/page/go-enrichment-analysis>). Heatmaps were generated using Morpheus software (<https://software.broadinstitute.org/morpheus/>).

Single cell 10X RNA sequencing dataset: CellRanger was used to extract raw data. Transcriptomes were scaled using ScTransform. Seurat clusters were identified and annotated using DE gene lists. A high quality 7,316 cells dataset was obtained after screening for transcriptome quality (> 3000 UMI, > 1000 features, < 5 % mitochondrial transcripts) and excluding cells with inconclusive hashtag calls or multiplets. Differential expression analysis in Fig 5, Sfig 3 and 9 was carried out using Seurat.

LoxCodes analysis (custom R code): once LoxCodes were extracted, they were subject to filtering (detection threshold, removal of barcodes that did not fit the expected structure, and removal of PCR artefacts) as described in material and methods and Sfig.5. Control experiments with various clones containing known barcodes were used to assess the fidelity of PCR and the linearity between reads and cell input. In these experiments, low level barcode breakdown during PCR was noted (Sfig.4C). These experiments were used as a template to remove potential PCR artefacts: for each barcode (eg 1 2 7), the reads of all barcodes that contained its constituting elements in the same or opposite orientation (eg 1 2 7 13, 1 2 4 -7 etc..) were tallied. the tested barcode was removed if its own reads represented less than 10% of the reads of combined potential parents. In control experiments, this removed all background (Sfig.4C). In addition, due to the possibility of independent formation of the same barcode in 2 different cells (which could lead to spurious connections), classes of barcodes rare enough to be most likely clonal were identified using their size and complexity (Sfig.5). Unique barcodes belonging to classes with >2000 combinatorial possibilities and detected in one embryo only (informative barcodes) were selected for further analysis. Legitimate barcodes samples were then normalised for the number of reads/cell for each population. The results were displayed using Heatmap2.0, bar and bubble plots (ggplot2).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Single cell RNA sequencing data has been made available through NCBI's Gene Expression Omnibus

Fluidigm dataset:

accession GSE164336. The GSE164336 dataset can be accessed by entering the token "mvybmosejjqjreb" at:

"https://protect-au.mimecast.com/s/0gaZCVAGLrsxO16O4hG9UHJ?domain=ncbi.nlm.nih.gov".

10X dataset: accession GSE204896. The GSE204896 dataset can be accessed by entering the token "ezirqwckdnkxqf" at:

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204896>.

Computer code will be available upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | >=3 embryos were used per experiment. Embryo numbers are indicated in the figure legends for each experiment.                                                           |
| Data exclusions | Embryos that looked unhealthy or were too young or too old (>0.5 day in either direction) for the representative stage were excluded.                                   |
| Replication     | >=3 embryos were used per experiment.                                                                                                                                   |
| Randomization   | Embryonic samples were allocated to a given group depending on the experimental design followed to generate them and the stage of the embryo at the time of collection. |
| Blinding        | Other than the stage and state of health, embryonic samples were treated as is.                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input type="checkbox"/>            | <input type="checkbox"/> Palaeontology and archaeology          |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input type="checkbox"/> Human research participants            |
| <input type="checkbox"/>            | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/>            | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/>            | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Biolegend (PDGFRA (APA5, BV605, #135916), CD31/PECAM (390, BV421, #102424), CDH5 (BV13, Alexa647, #138006), CX3CR1 (SA011F11, BV650, #149033)), eBiosciences (CD41 (eBioMWRReg30, PE, #12-0411-82)) or made in house (Ter119 (Ter119), CD45 (30F11, APC), F4/80 (BM8, Alexa700)). Specificity for each antibody is indicated on the technical data sheets. Antibodies list can be found in Table S1.                                                                                                                                                                                                                                       |
| Validation      | All antibodies are well characterised antibodies, broadly used in scientific publications (PDGFRA, APA5 clone, 5 publications; CD41, eBioMWRReg30 clone, 20 publications; CD31/PECAM, 390 clone, >20 publications; Ter119 clone, 723 publications; CD45, 30F11 clone, 11 publications; F4/80: 807 publications; CX3CR1: 340 publications, CDH5: 2 publications). Haematopoietic and endothelial populations isolated with combinations of these antibodies have been formally characterised in previous publications from our laboratory (referenced in the paper) and single cell sequenced in this work, which confirmed their identity. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                  |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | <i>State the source of each cell line used.</i>                                                                                                                                                                                  |
| Authentication                                                       | <i>Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.</i>                                                                                            |
| Mycoplasma contamination                                             | <i>Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.</i> |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>                                                                                                                       |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                           |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mouse lines were maintained on a C57BL/6 background. Adult (2-9 months old) males and females were bred to generate embryos.                                                                                                                          |
| Wild animals            | n/a                                                                                                                                                                                                                                                       |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i> |

## Ethics oversight

Experiments were covered by the Walter and Eliza Hall Institute Animal Ethics Committee Applications # 2014.025, 2017.39, 2018.015, 2020.051.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

## Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

## Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

## Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

*Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

## Study protocol

*Note where the full trial protocol can be accessed OR if not available, explain why.*

## Data collection

*Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

## Outcomes

*Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No Yes

- ☒ ☐ Public health  
☒ ☐ National security  
☒ ☐ Crops and/or livestock  
☒ ☐ Ecosystems  
☒ ☐ Any other significant area

### Experiments of concern

Does the work involve any of these experiments of concern:

No Yes

- ☒ ☐ Demonstrate how to render a vaccine ineffective  
☒ ☐ Confer resistance to therapeutically useful antibiotics or antiviral agents  
☒ ☐ Enhance the virulence of a pathogen or render a nonpathogen virulent  
☒ ☐ Increase transmissibility of a pathogen  
☒ ☐ Alter the host range of a pathogen  
☒ ☐ Enable evasion of diagnostic/detection modalities  
☒ ☐ Enable the weaponization of a biological agent or toxin  
☒ ☐ Any other potentially harmful combination of experiments and agents

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

All cells came from mouse embryos E7.5-E10.5 bred as described above. Extraembryonic samples were enzymatically dissociated, filtered, labelled with antibodies and analysed by flow cytometry.

#### Instrument

Fortessa II

#### Software

FlowJo 7 to 10 (depending when the experiments were run).

#### Cell population abundance

All sorted samples were purity checked. 5-20% of the sample was re-run depending on abundance. Average purity was 98%. Purity data are included in Table S5.

#### Gating strategy

Gating strategies are shown in the paper (immunophenotype disclosed for previously published populations, from the live single cell gate for the others). Single live cells were selected by removing low FSC and high SSC cells and excluding cells curving away from the diagonal on both FSC\_A/FSC\_H and SSC\_A/SSC\_H plots. 7AAD was used to discard dead cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

#### Design type

Indicate task or resting state; event-related or block design.

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

## Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                                |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                          |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                            |
| Functional and/or effective connectivity      | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

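Single-cell RNA-seq was analysed for 13 sorted populations of mouse yolk sac cells between E7.25 and E10.5. The read count values were made by the authors, who sorted the cells, captured them on the Fluidigm C1 system, made Nextera XT libraries, sequenced them as paired ends of 100 bases on a HiSeq, aligned the reads with Rsubread to Ensembl mouse release 84 (GRCm38) and counted them per gene with featureCounts. The signal values, a table of CPM, were made by the authors from the counts that passed their scater filter, with size factors from scran; within a cell they are the counts times a single factor. Their sums per cell range from 699615 to 4176737, with a median of 988403. No alignment or counting was repeated. Gene symbols, Ensembl IDs and coordinates were matched through GENCODE M21, which is on the same assembly, GRCm38, but is a later annotation; 15376 symbols matched a single Ensembl ID.

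The filtered cells were used as deposited. A gene counted as detected in a cell at 1 count or more. Levels are means of CPM over the cells of a group, and ratios are log2 of mean CPM + 1. When a group had no count of a gene, a floor of 3 counts over the group gave a fold named "at least". When no cell held a gene, 3 cells of the total gave the upper limit of the share. Lists of genes were taken from the paper's text and from the figure that shows the genes on the UMAP. Of 7 visceral endoderm genes only *Apoa1* and *Ttr* are in the filtered table; they were found in 5.10% of E7.25 cells and 5.36% of E7.75 cells on average. "Mixl" in the paper was taken to be *Mixl1*. A named gene is one of the paper's lists, one of the 3 genes per direction with the largest change between stages, or one of the first 5 genes of a population in Supplementary Data 3.

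Haemato-endothelial cells were the *Flk1*-GFP+ cells with at least 4 of *Kit*, *Gata2*, *Fli1*, *Hhex*, *Lmo2* and *Tal1* detected. The paper's Reporting Summary names K-means clustering into 20 clusters on a UMAP in 3 dimensions, and its heatmaps were drawn with Morpheus. Neither was repeated; this class stands in for the paper's groups and does not have to hold the same cells. List medians were placed among 10000 random lists of the same number of genes, drawn from the same 20 bins of mean expression. Cells were thinned to 840000 counts for comparisons across depth. Cells with 5 or more counts of *Xist* and 5 or more of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uty*) were taken as carrying transcripts of both sexes.

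The alternatives for each choice were set before the data were examined, apart from a class with all 6 genes at 10 counts or more and a division of the E7.75 class by *Klf1*, which were added later. A share counted as unchanged within the exact 95% interval of the first value, a log2 ratio within a factor of 1.5, a percentile on the same side of 2.5 and 97.5, and a count, gap or ratio within a factor of 1.5. A log2 ratio with another sign counted as reversed.

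The methods were tested on simulated data, in which each cell was drawn at random from a pooled profile. Simulated cells of a group therefore differed by counting error only, unlike the real cells. All 200 genes with a set change were estimated within 0.5 of the set log2 ratio, 4.5% of 200 unchanged lists fell outside the percentiles 2.5 to 97.5, and 20 of 20 lists of lowered genes fell under percentile 2.5. All 312 simulated cells, drawn from the profiles of the reference populations themselves, were assigned to their own lineage. These simulations do not show how the methods perform when cells of a group vary. Thinning was checked on the E7.75 counts themselves: thinned counts summed per gene were 0.926 to 1.06 times the scaled counts, and 122 cells had exactly the set depth. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

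A division of the E7.75 class into parts and 1 gene of the paper's lists are not reported here. The barcoding experiments, the 10x data, the UMAP itself and the published Wilcoxon p-values were not analysed. No test between populations was made, because the embryos or pools behind a cell are not named and cells of 1 sample are not replicates.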

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

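These values were not described in the paper and stood out when the tables were read. The tests of *Xist* with Y-linked transcripts in the same cell and of mesenchymal genes in haemato-endothelial cells were set before their results were seen; the tests of the removed E10.5 cells, of the lane shared by macrophages and primitive erythroid cells, and of the depth of lane 7 were chosen only after the values were seen.

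*Xist* and Y-linked transcripts occurred together in 31.6% of the kept cells (293 of 926), although a cell of 1 embryo should hold only one or the other. Pairs of cells captured together could be the cause; cells with both had 1.04 times the genes of the other cells of their population as a median over populations, which lies between the limits set for and against pairs, so this test cannot tell. Reads exchanged between cells of a lane would leave a very low signal, but the lower of the signals stood at 20.8% of its usual level as a median over populations. The median was at 10% or more in 10 of 12 populations, but not in E8.25 HPCs (6.97%) and E9.5 HPCs (1.62%). Over all of these populations 196 of the 293 cells were at 10% or more. The usual level was the median over all cells of a population with the signal, the tested cells included. In E8.5 endothelium (59 cells with both, 5 with *Xist* only) the *Xist* signal was thus set largely against itself. Tested cells were the minority in E10.5 HPCs (19 with both, 32 with *Xist* only, 33 with Y-linked only) and E10.5 megakaryocytes (8, 40 and 18). There 17 and 5 cells were at 10% or more, which speaks against exchange in those cells. For the other cells with both, it stays open. Reads of X-linked genes counted on their Y-linked counterparts were not tested. No biological explanation was tested.

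In the E7.75 capture of lane 7, 53 of 53 cells had Y-linked counts and none had a count of *Xist*, which allows a share of up to 5.66%. In lane 8 of the same stage 82 of 87 cells had *Xist*. Too few counts are not the cause, as the median total in lane 7 was 2764815 counts against 1623886 in lane 8. Only male embryos in that pool would give this pattern, but the design names no embryos and no biological explanation was tested.

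Among the 22 E10.5 primitive erythroid cells removed by the filter, the median share of mitochondrial counts was 83.3%, against 1.97% in the 3 kept cells. Globin transcripts taking up most counts do not explain the removal, since their median share was 1.60% in the removed cells and 35.4% in the kept cells. Broken cells could explain it: 16 of the 22 cells had a larger mitochondrial share than any kept cell of any population. No biological explanation was tested.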

How the results depend on the processing

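Of 1004 values recomputed under alternatives, 803 stayed the same, 196 moved and 5 reversed. The reversed values and the moved values of the main comparisons are listed here by setting. Except where stated, the cause was not tested.

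Counting a gene as detected at 10 counts or more moved most. It lowered the megakaryocyte genes in E10.5 Mk from 98.6% to 91.8%; the average of 4 endothelial genes to 38.4% (E7.25), 40.0% (E7.75), 85.6% (E8.25 HPC), 84.8% (E8.5 HPC), 45.1% (E9.5 HPC), 39.7% (E10.5 HPC) and 41.1% (E10.5 Mk); and the mesoderm average to 70.0% (E7.25) and 40.5% (E7.75). The haemato-endothelial class fell to 41.5% at E7.25 and 44.3% at E7.75 and the co-detection at E7.25 to 17.7%, at 3.04 times the product of the shares. The mesenchymal median went to percentile 0.49 at E7.25 and to -1.78 at E7.75, and against E7.75 haemato-endothelial cells to -2.88 (E8.25 HPC), -3.72 (E8.5 HPC), -4.11 (EryP), -3.72 (Mk) and -1.90 (Endo). Cells with 3 or more mesenchymal genes fell to 54.1% (E7.25 haemato-endothelial), 73.3% (E7.25 other), 54.8% (E7.75 haemato-endothelial), 92.3% (E7.75 other), 1.37% (E8.25 HPC), 0% (E8.5 HPC), 0% (E8.5 Mk) and 5.06% (E8.5 Endo). A stricter limit lowers a detected share by construction.

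Thinned counts moved the E7.75 class to 54.1%, the E7.25 percentile to 1.53, and cells with 3 or more mesenchymal genes to 74.2% (E7.75 haemato-endothelial), 4.17% (E8.25 HPC), 1.12% (E8.5 HPC) and 0% (E8.5 Mk).

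The definition of the class mattered. With 3 of 6 genes it held 74.1% and 82.9% of E7.25 and E7.75 cells, and the E7.25 mesenchymal median reversed to 0.00601. With 5 of 6 genes it held 41.5% and 50.7%, and the E7.25 percentile was 0.35. Ward clustering gave 40.1% and 44.3%, percentile 0.29 at E7.25, a median of -1.96 at E7.75, and -2.80 (E8.25 HPC), -3.68 (E8.5 HPC), -3.93 (EryP), -3.68 (Mk) and -1.84 (Endo). Average linkage gave 99.3% and 98.6%; the medians reversed to 0.96 at E7.25 and 1.64 at E7.75 (percentile 93.3), and 100% of other E7.25 cells held 3 or more mesenchymal genes. By construction this leaves 1 and 2 cells to compare with. With all 6 genes at 10 counts, a setting added after the results were seen, the E7.75 median was -1.72. In the cells of the class with *Klf1* alone, also added after, it was -1.69, and in those without it stayed the same at -0.46.

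Lane 6 alone gave a class of 68.5% at E7.25 and reversed the mesenchymal median to 0.00516, and lane 7 alone gave a class of 48.6%. With lane 7 of E7.75 alone the E8.5 HPC median was -4.26. Leaving out cells with *Xist* and Y-linked transcripts gave -4.50 in E8.25 HPC and 0% of E8.5 Mk with 3 or more mesenchymal genes. Those cells made up 61.0% of all cells, 47.6% at E7.25 and 27.9% at E7.75 when 1 count was enough, and 18.1% of all and 15.6% at E7.25 when 20 counts were needed.

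A smaller pseudocount of 0.1 CPM gave mesenchymal medians of -4.62 (E8.25 HPC), -6.30 (E8.5 HPC), -7.88 (EryP), -7.88 (Mk) and -3.77 (Endo), and a larger one of 10 CPM gave -2.01, -2.05, -2.12, -1.75 and -1.70. A larger pseudocount draws ratios toward 0 by construction.

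With fewer variable genes, 78.9% of E7.25 cells (gap 0.0671) and 51.4% of E7.75 cells were assigned to EryP. With more, these were 99.3% (gap 0.0523) and 90.7% (gap 0.0431), and 45.2% of E8.25 HPC (gap 0.0625) and 58.4% of E8.5 HPC were assigned to their own lineage. With 40 neighbours, 95.4% of the neighbours of E7.75 cells and 46.2% of those of macrophages were of the same lineage. With no filter on low values, the quartiles between E8.5 and E10.5 EryP were -2.75 and, reversed, -0.029.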

Differences from the paper's values

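For the E10.5 primitive erythroid cells the paper's Supplementary Data 2 lists 41 captured cells, and the unfiltered table holds 25. No alternative was set for this number.

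For the share of E7.25 cells in the haemato-endothelial class, the paper's Fig. 1c shows about 39% (read by eye), and the value here is 58.5%. Of the alternatives set before the data were examined, 3 of 6 genes, average linkage, lane 6 alone and leaving out cells with *Xist* and Y-linked transcripts also differ from the paper's value. The others lie within a factor of 1.5 of the paper's value, which is a wide limit: 56.6% with all captured cells, 52.4% on thinned counts, 48.6% in lane 7 alone, 41.5% both with 10 counts required and with 5 of 6 genes, and 40.1% with Ward clustering.

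The paper calls the mesenchymal signature at E7.75 similar in haemato-endothelial and other cells; 8 of the 9 genes were lower in the haemato-endothelial cells, and *Col1a2* was not. In a division chosen after the values were seen, the difference was larger in the cells of the class with *Klf1* (median log2 ratio -1.69) than in those without (-0.46, with 7 of the 9 genes lower). Another division of the class is not reported here, so a part of it similar to the other cells is not excluded.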

Other observations

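The test of pairs, of a trace of RNA and of the class rule for mesenchymal genes was set before its result was seen; the tests of lane 5 and of erythroid transcripts in megakaryocytes were chosen after, and the first form of the lane 5 test was replaced because it was circular.

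Mesenchymal genes in E7.75 haemato-endothelial cells might come from pairs of cells captured together. In lane 8, where both *Xist* and Y-linked counts occur, the upper limit of the share of haemato-endothelial cells with both was 30.4%, and doubling it for pairs of the same sex leaves too wide a range, so this test cannot tell. A trace of RNA or reads from other cells does not account for all of the detection. With 10 counts required of these genes, the share of haemato-endothelial cells with 3 or more was still 73.0% of that in the other cells. A trace could account for part of it. From 1 count to 10, the share fell from 91.2% to 67.0% in the class and from 100% to 91.8% in the other cells. Nor does a loose class account for the detection of mesenchymal genes at 1 count: with all 6 defining genes at 10 counts or more, 30 of 34 cells (88.2%) held 3 or more. A trace and a loose class were not excluded together, because 10 counts were not required of the mesenchymal genes in that class. The level did fall in this stricter class, to a median of 5 of the genes per cell against 7 and a median log2 ratio to the other cells of -1.72 against -0.86, so a loose class could account for part of the level. The paper's biological explanation, fates that separate late, was not tested by these comparisons.

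E10.5 macrophages and primitive erythroid cells were sequenced in the same lane. *Hba-x* was found in 25 of 25 macrophages (mean 9.77 CPM), against 2.30% of HPCs, 2.74% of megakaryocytes and 29.5% of endothelial cells of E10.5, and 116074 CPM in primitive erythroid cells. The mean in endothelium, 75.2 CPM, was higher than in macrophages, but its median was 0 against 6.15 CPM. Other globins did not all follow. *Hbb-y* was found in 100% of macrophages against 10.3% of HPCs, 19.2% of megakaryocytes and 31.1% of endothelial cells. *Hba-a1* was found in 80.0%, against 4.60%, 5.48% and 14.8%, and *Hba-a2* in 96.0%, against 3.45%, 1.37% and 13.1%. However, *Hbb-bh1* was also found in 79.5% of megakaryocytes, at 315 CPM against 8.23 in macrophages and in a lane without primitive erythroid cells. *Hbb-bt* was found in 40.0% of macrophages against 46.0% of HPCs and 35.6% of megakaryocytes, and *Hbb-bs* in 16.0% against 24.1% and 21.9%. Sharing of RNA or reads could explain *Hba-x*, *Hbb-y*, *Hba-a1* and *Hba-a2*. Of the 25 captured E10.5 primitive erythroid cells, 80.0% (20 cells, 95% interval 59.3 to 93.2) held any of the 4 macrophage genes. At E8.5, in a lane without macrophages, 0 of 84 captured primitive erythroid cells held any (95% interval up to 4.30%). Over 67 other erythroid genes the test cannot tell, as they were found in 21.9% of macrophages on average in thinned counts, against 21.5% of HPCs, 18.0% of megakaryocytes and 10.0% of endothelial cells. Erythroid cells engulfed by macrophages would be a biological cause and was not tested.

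E8.5 megakaryocytes held erythroid transcripts. RNA of primitive erythroid cells mixed into every megakaryocyte would put all of these at about the same fraction of their erythroid level. Over 25 genes high in E8.5 primitive erythroid cells and low in E8.5 HPCs and endothelium, the interquartile range of the log2 ratio was 1.13 (median -2.77), between the limits of 1 and 2 set for and against admixture, so over these genes RNA carried over or captured pairs cannot be told apart from erythroid expression in these cells. Globins do not settle it: the medians of *Hbb-bh1* (21452 CPM against 55436 in primitive erythroid cells) and *Hbb-y* (100.2 against 17099.9) lie at unlike fractions, but the means (22619 against 56134 and 5120.4 against 20157) lie closer. The cause stays open. A progenitor shared by both lineages would be a biological cause and was not tested.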
